# Distinct actions of testicular endocrine and lumicrine signaling on the proximal epididymal transcriptome

**DOI:** 10.1186/s12958-024-01213-x

**Published:** 2024-04-10

**Authors:** Daiji Kiyozumi

**Keywords:** Lumicrine, Endocrine, Testis, Epididymis, Initial segment

## Abstract

The epididymal function and gene expression in mammals are under the control of the testis. Sex steroids are secreted from the testis and act on the epididymis in an endocrine manner. There is another, non-sex steroidal secreted signaling, named lumicrine signaling, in which testis-derived secreted proteins go through the male reproductive tract and act on the epididymis. The effects of such multiple regulations on the epididymis by the testis have been investigated for many genes. The recent development of high-throughput next-generation sequencing now enables us a further comparative survey of endocrine and lumicrine action-dependent gene expression. In the present study, testis-derived endocrine and lumicrine actions on epididymal gene expression were comparatively investigated by RNA-seq transcriptomic analyses. This investigation utilized experimental animal models in which testis-derived endocrine and/or lumicrine actions were interfered with, such as unilateral or bilateral orchidectomy. By bilateral orchidectomy, which interferes with both endocrine and lumicrine actions, 431 genes were downregulated. By unilateral orchidectomy, which also interferes with endocrine and lumicrine actions by the unilateral testis, but the endocrine action was compensated by the contralateral testis, 283 genes were downregulated. The content of such genes downregulated by unilateral orchidectomy was like those of lumicrine action-interfered efferent duct-ligation, *W*/*Wv*, and *Nell2*^−/−^ mice. When genes affected by unilateral and bilateral orchidectomy were compared, 154 genes were commonly downregulated, whereas 217 genes were specifically downregulated only by bilateral orchidectomy, indicating the distinction between endocrine and lumicrine actions on the proximal epididymal transcriptome. Comparative transcriptome analyses also showed that the expressions of genes emerging since Amniota were notably impacted by bilateral orchidectomy, unilateral orchidectomy, and lumicrine action-interfering treatments; the degree of influence from these treatments varied based on the evolutionary stage beyond Amniota. These findings unveil an evolutional transition of regulated gene expression in the proximal epididymis by two different testis-derived signaling mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-024-01213-x.

## Introduction

The epididymis is a highly coiled epithelial duct constituting a part of the sperm transport route. After production in the testis, the testicular spermatozoa are transported through the efferent duct toward the epididymis, where sperm undergo further maturation of sperm functions such as motility and binding to oocytes necessary for their full fertilizing ability [1–4]. If the spermatozoa are not properly matured by the epididymis, they will not be able to acquire the cellular functions necessary for fertilization, eventually resulting in a significant decrease in male reproductive ability.

Such epididymal functions are mediated by the specific expressions of various genes. The epididymal expressions of specific genes are often responsible for the physiological functions of the epididymis and eventually the downstream sperm maturation [5, 6]. Interestingly, the epididymal gene expressions are known to be regulated by extra-epididymal or testicular factors. There are the endocrine and the non-endocrine signaling mechanisms, as signaling systems between the testis and the epididymis. In endocrine regulation, sex steroids originating from testicular Leydig cells reach the epididymis through the bloodstream. They act on epididymal cells by binding with androgen or estrogen receptors [7–12]. In non-endocrine regulation, secreted proteins synthesized by the testicular germ cells located inside the seminiferous tubule are secreted into the seminiferous fluid and reach the epididymis via the reproductive tract by the luminal flow [13–15]. The secreted proteins act on epididymal cells by binding to their receptors expressed on the cell surface of the epididymal luminal epithelium [15–17]. Since this type of secretion signaling between the testes and epididymis acts through the lumen, it has been referred to as “lumicrine signaling,” a terminology introduced by Barry T. Hinton [18]. Eventually, these testis-derived signals regulate the physiological functions of the epididymis by modifying gene expressions.

The testicular regulations of the epididymal cell functions and gene expressions can be investigated experimentally; in the early studies, when the testes were experimentally removed by orchidectomy (OD) or testis-epididymis luminal communication was interfered with by the efferent duct ligation (EDL), then the epididymal protein synthesis, which was monitored by the metabolic labeling using radioisotopes, was critically affected [19–21]. In addition to these OD or EDL-treated animals, gene-modified animals, in which the expression and function of endocrine or lumicrine signaling components are genetically ablated, are also available [8, 15–17, 22]. By using such animal models, various genes have been identified to be expressed in the epididymis in an endocrine action-dependent and/or lumicrine action-dependent manner [15, 16, 23–32].

Recently, it has become possible to examine gene expression by next-generation sequencing and analyze them not only by the expression levels of individual genes but with information about the structure, function, and evolution of gene products. Such data-driven analyses may allow for grouping genes based on their respective regulatory mechanisms or extracting the unknown features of regulated gene expression for gene groups classified according to specific criteria. In the present study, the gene expressions of the proximal epididymis, subjected to OD or lumicrine action-interfering treatments, were investigated through RNA sequencing (RNA-seq) and the obtained transcriptomes were subsequently evaluated to characterize the endocrine and lumicrine regulations of epididymal gene expression.

## Materials and methods

### Animals

B6D1F1 male mice were purchased from Japan SLC. Unilateral and bilateral ODs were performed as follows. Eight-week-old wild-type (WT) B6D1F1 males were unilaterally orchidectomized (*n* = 3), in which the contralateral untreated side served as control. Eight-week-old WT B6D1F1 males were bilaterally orchidectomized (*n* = 3) or sham-operated (*n* = 3), which served as controls. The initial segment (IS)-caput epididymides were isolated from the animals four weeks after OD or sham operation.

### Dissection of epididymis

The IS was dissected together with the caput and such a tissue dissection was indicated by the description “IS-caput” as described previously [16, 30]. This is because of the difficulty in dissecting IS separately from caput epididymides, especially in mice in which IS differentiation is ablated by the experimental treatments.

### RNA-seq

Total RNAs were isolated from the isolated IS-caput epididymides using RNeasy mini (Qiagen). On-column DNase treatment was performed during RNA purification using an RNase-free DNase set (Qiagen). The amount of RNAs was determined by absorbance at 260 nm. The RNA-seq of epididymal transcripts was performed as follows: libraries for sequencing were prepared from isolated RNAs using a TruSeq stranded mRNA sample prep kit (Illumina, #20,020,594) and sequenced on a NovaSeq6000 (Illumina) using 101 bp single-ended mode. The mapping of the obtained sequence reads onto a mouse reference genome (mm10) was performed using TopHat ver. 2.1.1 [33]. To calculate fragments per kilobase of exon per million mapped reads (FPKM) values for each gene, Cufflinks ver. 2.2.1 was used [34]. The obtained RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE247764.

### Transcriptome analyses

The IS-caput epididymal transcriptomes of unilateral OD, bilateral OD, and their controls were comparatively analysed. The IS-caput epididymal transcriptomes of EDL (EDL performed at 10 weeks old and the ipsilateral epididymis was at 14 weeks old) [30], *W*/*Wv*, a *Kit* compound heterozygous mutant (14 weeks old) [30], and *Nell2*^−/−^ (14 weeks old) [15] mice were also used for comparison (datasets are publicly available from the NCBI Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/). The transcriptome data were incorporated into Microsoft Excel software for further analysis. Gene ontology (GO) information was obtained from the Mouse Genome Informatics website (https://www.informatics.jax.org/vocab/gene_ontology).

Mouse genes were classified into nine classes, i.e., Craniata, Gnathostomata, Teleostomi, Tetrapoda, Amniota, Mammalia, Theria, Euthelia, and others according to the emergence of genes during vertebrate evolution, using the information provided by NCBI Gene (https://www.ncbi.nlm.nih.gov/gene).

### Drawings

Schematic drawings were generated using Microsoft PowerPoint (Microsoft Corporation). Plot representations, heatmap representations, and bar graphs were generated using Microsoft Excel 2019 (Microsoft Corporation).

### Statistical analysis

Two-tailed *t*-tests under the assumption of unequal variances were performed using Microsoft Excel 2019.

## Results

### Comparative transcriptome analyses of orchidectomized mouse proximal epididymis

A schematic representation of endocrine and lumicrine actions from the testis to the epididymis is represented in Fig. 1. In the bilateral OD, both testes are removed and both endocrine and lumicrine actions are ablated. In the unilateral OD, the unilateral testis is removed, then the ipsilateral lumicrine and endocrine actions are ablated but the contralateral testis-derived endocrine action is expected to be still active. In the EDL, only lumicrine is ablated because the testis-epididymis luminal connection is interfered with. Since *W*/*Wv* and *Nell2*^−/−^ mice lack germ cells that secrete lumicrine ligands and lumicrine ligand NELL2, respectively, only lumicrine but not endocrine signaling is dysfunctional in these animals [15].

**Fig. 1:**
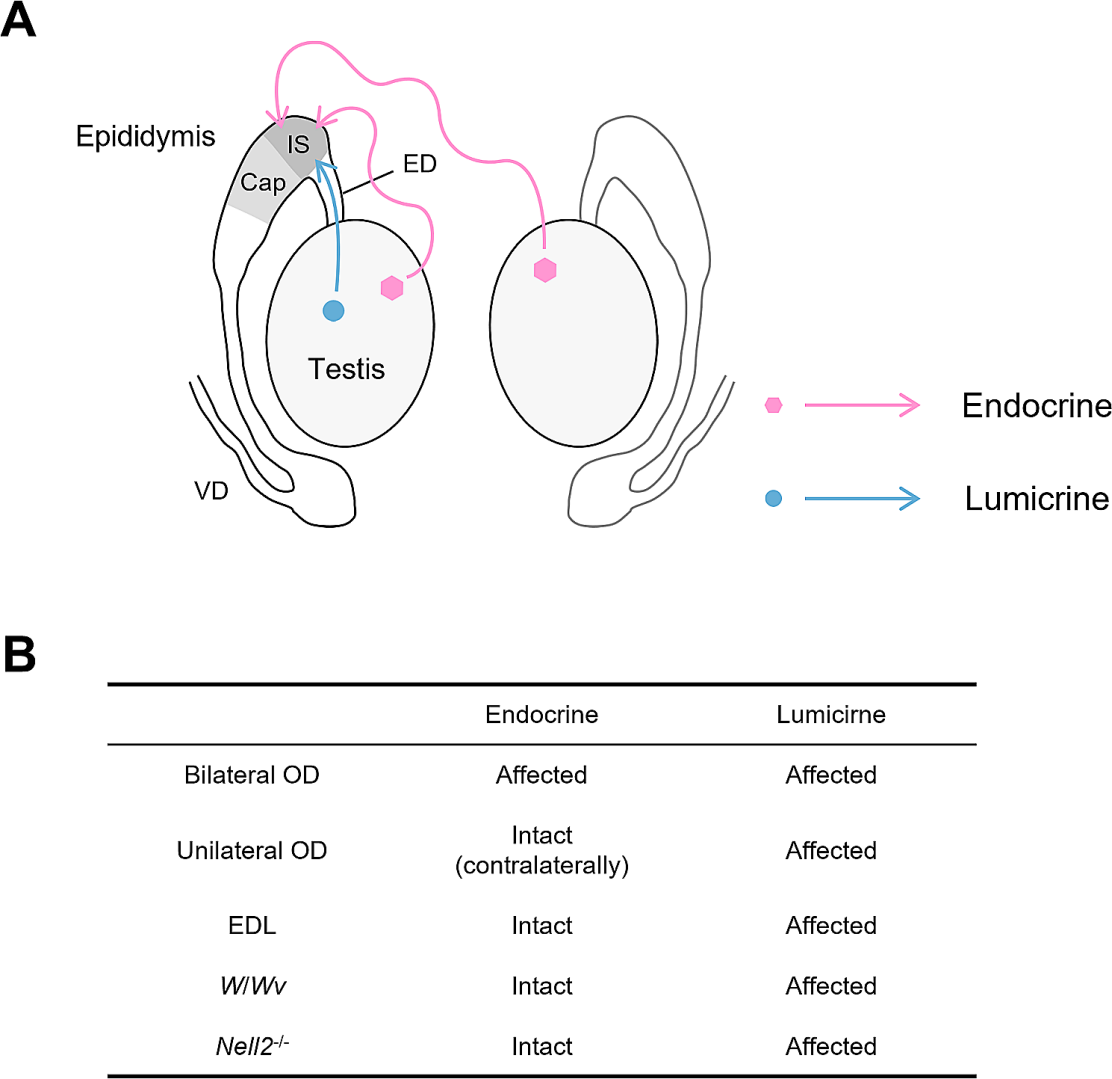
Testis-derived endocrine and lumicrine actions on the epididymis. **(A)** A schematic representation of testis-derived endocrine and lumicrine actions on the epididymis. IS, initial segment; Cap, caput; ED, efferent duct; VD, vas deferens. Blue arrows indicate the lumicrine action through the male reproductive tract. Red arrows indicate the endocrine action through the bloodstream. **(B)** A summary of experimental conditions and their effects on endocrine and lumicrine actions

The unilateral or bilateral OD was performed at 8 weeks old for 4 weeks and the IS-caput epididymides were isolated for RNA isolation and the subsequent transcriptome analysis. For unilateral OD, contralateral epididymides were used as controls. For bilateral OD, the epididymides of sham-operated animals were used as controls. The obtained RNA-seq results were summarized in Supplementary Data File 1. 

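*Rnase10* encodes a secreted member of the RNase A family (NCBI gene 75019, chromosome 14 from 51007751 to 51010761 on GRCm38). After bilateral OD it fell from 4449 ± 399 to 0.623 ± 0.184 FPKM (log2 −12.62 ± 0.20, adjusted p = 1.6e-16), as mean ± SD of 3 IS-caput libraries. In the unilateral operation it stood at 3257 ± 91.3 FPKM contralateral and 3.27 ± 0.899 FPKM ipsilateral (log2 −9.95 ± 0.20, adjusted p = 9.3e-15). *Kit*, the receptor gene mutated in *W*/*Wv* mice, rose from 6.95 ± 0.357 to 35.0 ± 4.76 FPKM after bilateral OD (log2 2.31 ± 0.09, adjusted p = 2.9e-13). The chaperone gene *Clu*, chosen after its values were seen, rose after bilateral OD from 5369.7 ± 1781 to 15596 ± 2411 FPKM (log2 1.58 ± 0.17, adjusted p = 6.3e-07). It also rose on the ipsilateral side, from 7349.6 ± 295 to 16160.0 ± 442 FPKM (log2 1.14 ± 0.17, adjusted p = 6.7e-05). Each of the 4 tissues is represented by 3 libraries from B6D1F1 males operated at 8 weeks and sampled 4 weeks later. By the paper's methods the contralateral and ipsilateral tissues come from the same 3 mice. They were fitted as separate groups without pairing. Log2 fold changes, with standard errors, and adjusted p are from limma. It was fitted to log2(FPKM + 0.1) of all 18 libraries in 6 groups, with 12 residual degrees of freedom.

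**Figure D1:**
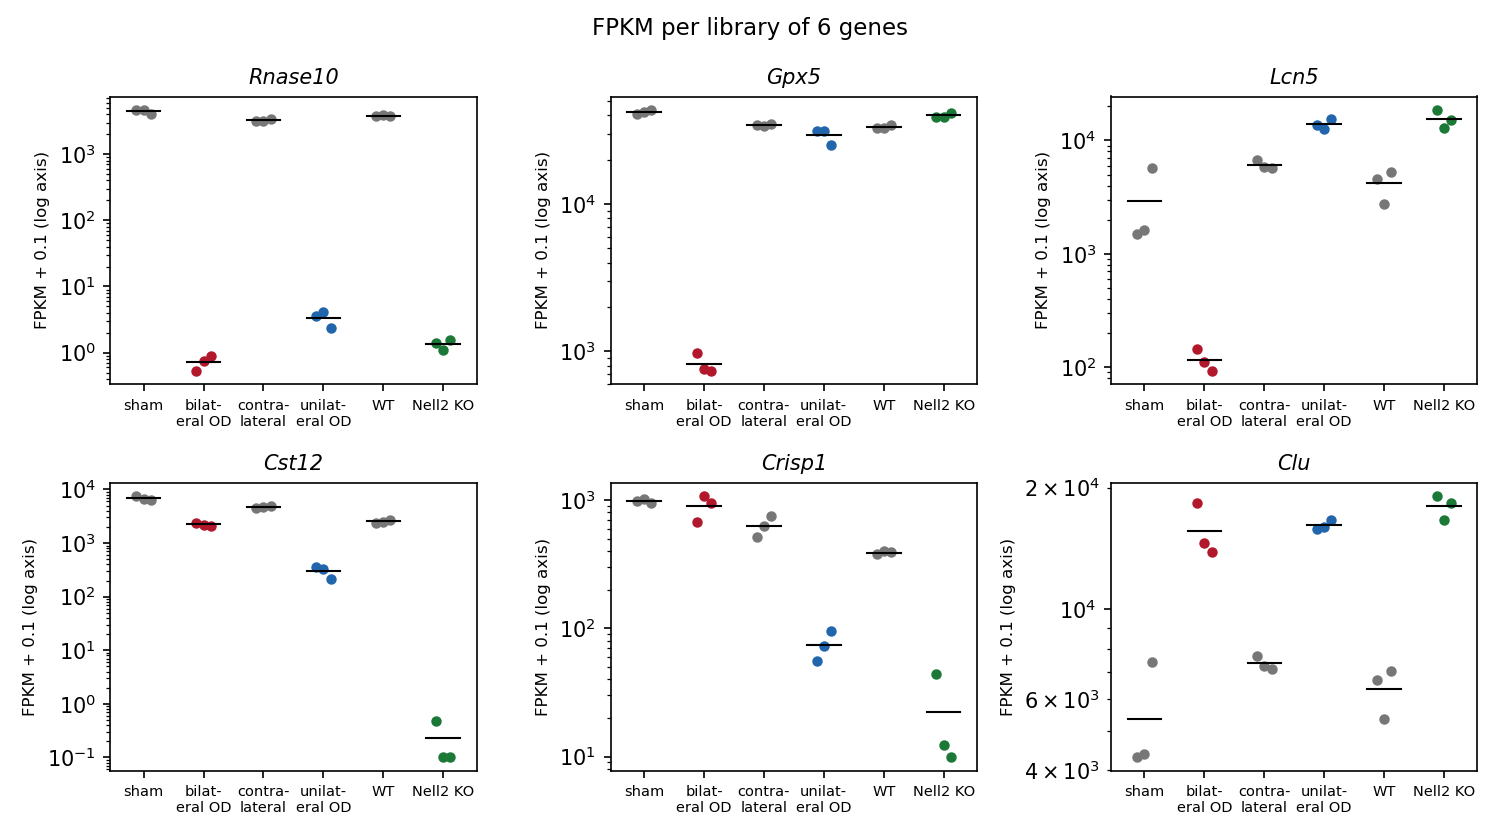
FPKM + 0.1 of *Rnase10*, *Gpx5*, *Lcn5*, *Cst12*, *Crisp1* and *Clu* in each of the 18 libraries, 3 per group. The axis is logarithmic and the black line is the group mean.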

The IS-caput epididymal gene expression in the orchidectomized animals and those in their control animals were plot-represented (Fig. 2A-B). The unilateral OD did not significantly affect the gene expression of the contralateral side epididymis, as evidenced by the comparison between the sham-operated control and the contralateral side control of unilateral OD (Fig. 2C). 

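*Lars2*, the gene of the mitochondrial leucyl-tRNA synthetase (NCBI gene 102436, chromosome 9 from 123366927 to 123462675 on GRCm38), rose from 72.9 ± 10.6 to 696 ± 54.2 FPKM between sham and contralateral tissue (log2 3.26 ± 0.11, adjusted p = 4.1e-11). In WT it stood at 617 ± 49.5 FPKM, n = 3 in each group. *Flna*, encoding the actin crosslinker filamin A, rose from 30.8 ± 1.16 to 59.3 ± 1.50 FPKM (log2 0.95 ± 0.07, adjusted p = 3.9e-06). The other 3 genes with the smallest adjusted p also rose, each with adjusted p = 3.1e-05. They are *Birc6* (log2 0.95 ± 0.09), the perlecan gene *Hspg2* (1.16 ± 0.11) and the integrin gene *Itga1* (1.13 ± 0.11). At the 10-fold threshold of the paper 7 genes were lower and 6 higher on the contralateral side, or 18 and 17 without sham replicate 3. At any fold 1036 were lower and 1150 higher of 17302 tested, with a median absolute log2 fold change of 0.37. Of the smooth muscle markers, 1 of 9 were lower and 6 higher (1 and 8 adjusted over the list alone). *Myh11* was among the latter (log2 1.20 ± 0.13, adjusted p = 7.8e-05). The list gave fry adjusted p = 0.00809, adjusted p = 0.493 with an estimated correlation. Of the matrix genes, 0 of 19 were lower and 8 higher (the same numbers adjusted over the list alone), fry adjusted p = 0.0189, adjusted p = 0.493 with an estimated correlation. Of the endothelial markers, 0 of 8 were lower and 2 higher (0 and 5 adjusted over the list alone), fry adjusted p = 0.0485, adjusted p = 0.503 with an estimated correlation. Of the cholesterol synthesis genes, 11 of 19 were lower and 0 higher (12 and 0 adjusted over the list alone). *Msmo1* fell (log2 −0.32 ± 0.07, adjusted p = 0.00956), though its adjusted p is 0.0509 without sham replicate 1. Leaving out sham replicate 1 lowers the counts at any fold to 349 and 675. Leaving out contralateral replicate 2 lowers them to 486 and 668, and correcting each library for transcript length to 462 and 485.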

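In *Nell2*-/- IS-caput the lipocalin gene *Lcn9* (NCBI gene 77704, chromosome 2 from 25823088 to 25825546 on GRCm38) is listed at 0 in each of the 3 libraries. In WT it reads 7459.7 ± 239.6 FPKM (adjusted p = 2.8e-15). *Cst12* of the cystatin family read 2538 ± 184 FPKM in WT and 0.378, 0 and 0 FPKM in the *Nell2*-/- libraries (adjusted p = 2.4e-11). Other abundant genes that fell are *Lcn8* from 14369 ± 397 to 2.23 ± 0.433 FPKM, *Adam28* from 1190.2 ± 36.5 to 0.106 ± 0.0132 and *Defb48* from 10396 ± 326 to 2.79 ± 0.193. The cystatin relatives *9230104L09Rik* from 6986 ± 108 to 2.05 ± 0.201 and *Cst8* from 3454 ± 127 to 1.18 ± 0.483 FPKM fell with them. *Rnase10* went from 3776 ± 69.3 to 1.25 ± 0.230 FPKM. *9230110F15Rik* read 1569.8 ± 74.4 in WT and 0, 0.174 and 0 in *Nell2*-/-. *Gm17677* read 339 ± 8.42 and 0.434, 0 and 0 FPKM. The largest adjusted p of these 10 genes is 1.5e-07 (for *Gm17677*). *Nell2* itself (NCBI gene 54003, chromosome 15 from 95219440 to 95528796 on GRCm38) encodes a protein that the testis secretes into the duct, and is barely transcribed in IS-caput. The WT libraries read 0.130, 0.0302 and 0.0610 FPKM and the *Nell2*-/- libraries 0, 0.0274 and 0 (log2 −0.64 ± 0.31, adjusted p = 0.129). With 0.01 FPKM added before logs its adjusted p is 0.0325. Its mean is 0.133 FPKM in sham, 0.0297 after bilateral OD, 0.255 contralateral and 0.299998 ipsilateral. With values this near 0 and a call that depends on the amount added before logs, its transcript is a poor check of genotype in this tissue. In all, 3211 genes were lower and 3075 higher in *Nell2*-/- than in WT, 265 and 43 of them by 10-fold or more. The 43 become 11 with a filter of 1 FPKM and 85 without a filter. The WT and *Nell2*-/- males were 14 weeks old, with 3 libraries per group. EDL and *W*/*Wv* libraries were not analysed here.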

For the comparative study, the IS-caput transcriptomes of EDL, *W*/*Wv*, and *Nell2*^−/−^ animals, all of which were previously done by the author based on the experimental procedure identical to that employed in the present study [15, 30], were also shown (Fig. 2D–F).

**Fig. 2:**
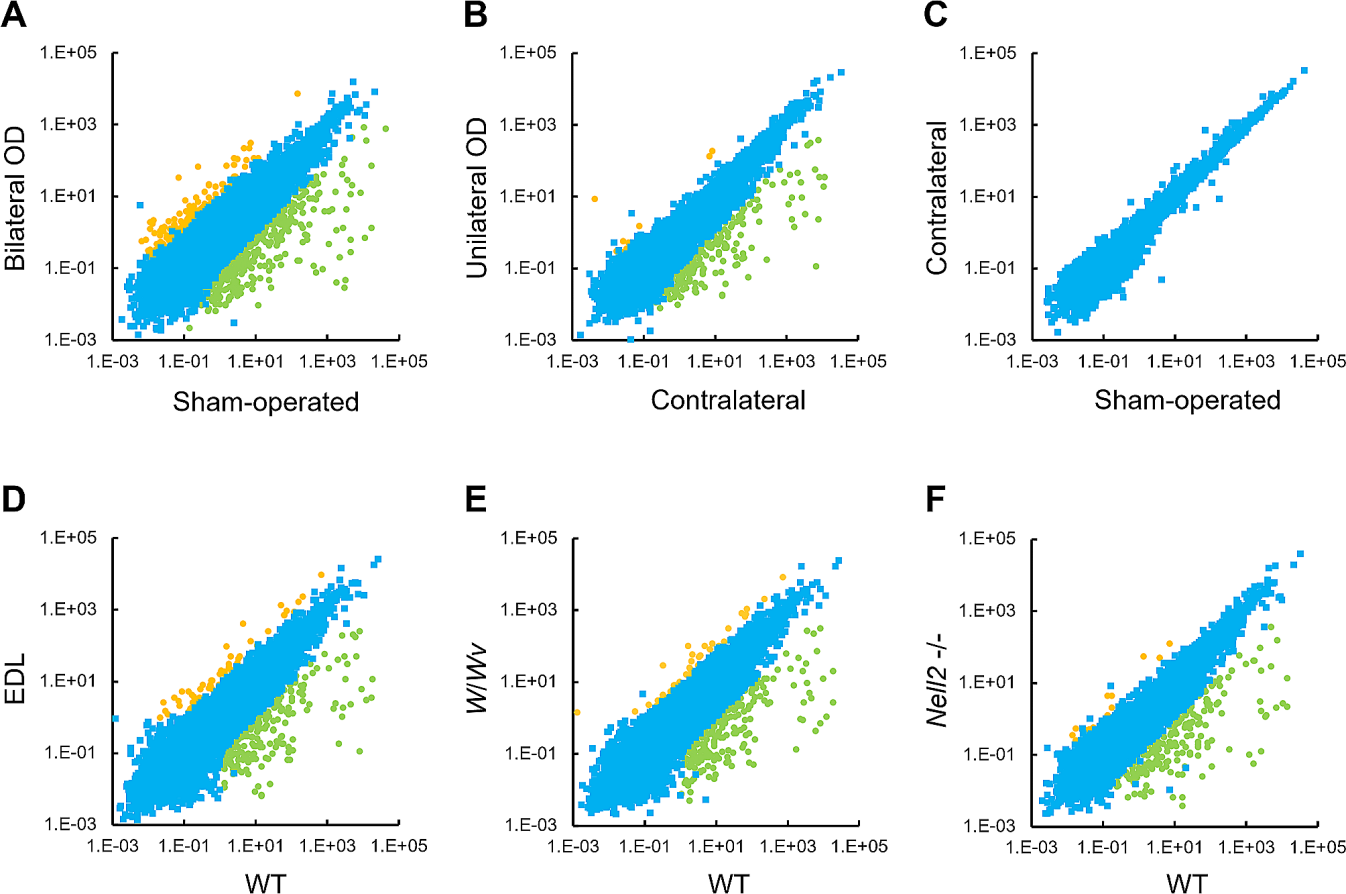
RNA-seq analyses of orchidectomized and lumicrine signaling-deficient IS-caput epididymis. **A**–**C**, RNA-seq of sham-operated control vs. bilateral OD (**A**), contralateral side control vs. ipsilateral side in unilateral OD (**B**), sham-operated control vs. contralateral side control in unilateral OD (**C**). D-F, RNA-seq of WT vs. EDL (**D**), WT vs. *W*/*Wv* (**E**), and WT vs. *Nell2*^−/−^ (**F**). FPKM values are plotted. Statistically significantly downregulated (fold change < 0.1, and t-test *P* < 0.05) and upregulated (fold change > 10, and t-test *P* < 0.05) genes are represented in green and yellow, respectively

In the bilateral OD treatment, 431 genes were significantly downregulated (Table 1). 

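The β-defensin gene *Defb18* (NCBI gene 654460, chromosome 1 from 18236402 to 18237476 on GRCm38) stands at 12464 ± 1606 FPKM in sham. It is listed at 0 in all 3 bilateral OD libraries (adjusted p = 5.1e-24). *Lcn9* is likewise listed at 0 after bilateral OD, against 9704 ± 817 FPKM in sham. Other lipocalins and defensins fell with them: *Lcn8* from 16937 ± 2273 to 1.39 ± 0.142 FPKM (log2 −13.47 ± 0.15), *Lcn10* from 2292 ± 161 to 0.203 ± 0.0435 FPKM (log2 −12.89 ± 0.11) and *Defb48* from 11027 ± 1291 to 0.864, 1.33 and 0 FPKM (log2 −14.37 ± 0.70). Of the epididymal membrane protein genes, *Teddm1a* from 3215 ± 284 to 0, 0.0891 and 0.0536 FPKM (log2 −14.46 ± 0.18) and *Teddm2* from 1869 ± 155 to 0.0482, 0.0744 and 0 FPKM (log2 −13.73 ± 0.14) fell. So did *Gm4846* from 2938 ± 292 to 0.0908, 0 and 0 FPKM (log2 −14.53 ± 0.17) and the Ly6-family gene *Ly6g5c* from 4565 ± 279 to 0, 0.653 and 0.262 FPKM (log2 −13.89 ± 0.49). With *Rnase10* these are the 10 largest falls among genes with a mean of at least 10 FPKM. Their largest adjusted p is 1.1e-09 (for *Defb48*). In all 595 genes fell at least 10-fold after bilateral OD, 218 of them listed at 0 in each bilateral OD library. With a filter of 1 FPKM in 3 libraries the 595 become 374. At any fold 5429 genes were lower. The paper's rule is a fold change under 0.1 with P under 0.05. With the ratio of means as fold change it gives 431 genes, of which 405 are among the 595. Near-identical copies within the defensin and lipocalin clusters can share reads, which was not tested.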

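The phosphatase gene *Dusp6*, a feedback target of ERK signalling (NCBI gene 67603, chromosome 10 from 99263231 to 99267489 on GRCm38), fell after bilateral OD (log2 −3.29 ± 0.12, adjusted p = 2.1e-13). It also fell on the ipsilateral side (log2 −3.82 ± 0.12, adjusted p = 9.5e-14) and in *Nell2*-/- (log2 −4.59 ± 0.12, adjusted p = 6.3e-15). In the same order *Ccnd1* fell with log2 −2.63 ± 0.12, −1.48 ± 0.12 and −1.18 ± 0.12. *Phlda1* fell with −0.87 ± 0.07, −2.09 ± 0.07 and −1.87 ± 0.07, all with 3 libraries per group. Of the ERK targets and feedback genes, 14 of 18 were lower and 2 higher (the same numbers adjusted over the list alone) after bilateral OD (fry adjusted p = 1.5e-12, adjusted p = 0.0705 with an estimated correlation). The higher pair is *Fos* and *Myc*. After unilateral OD 16 of 18 were lower and 1 higher (the same numbers adjusted over the list alone) (fry adjusted p = 1.7e-13, adjusted p = 0.00213 with an estimated correlation). In *Nell2*-/- 16 of 18 were lower and 1 higher (the same numbers adjusted over the list alone) (fry adjusted p = 1.0e-13, adjusted p = 0.00324 with an estimated correlation). The fry test asks whether the members of a list shift in one direction, without regard to other genes. Of the 595 genes lowered 10-fold by bilateral OD, 220 (37.0%) were lowered 10-fold by unilateral OD and 149 (25.0%) in *Nell2*-/-. Independent lists would share 10.6 and 9.11. At any fold the shared falls number 2451 with unilateral OD and 2187 with *Nell2*-/-, against 1008 for either pair. These comparisons have no library in common.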

Among such genes downregulated in bilateral OD, 27.8 ∼ 41.5% are common with those with unilateral OD (154 genes), EDL (179 genes), *W*/*Wv*, (165 genes), and *Nell2*^−/−^ (120 genes). 

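*Fkbp5*, an immunophilin gene induced by androgen (NCBI gene 14229, chromosome 17 from 28398753 to 28486149 on GRCm38), fell from 185 ± 5.84 to 28.4 ± 1.20 FPKM after bilateral OD (log2 −2.70 ± 0.05, adjusted p = 2.7e-17). It was chosen after its values were seen. It stood at 189 ± 11.7 FPKM contralateral and 175 ± 7.07 FPKM ipsilateral (log2 −0.11 ± 0.05, adjusted p = 0.125). The operations differ by −2.59 ± 0.07 log2 units, adjusted p = 2.7e-14. Of the androgen response genes, 27 of 46 were lower and 11 higher (27 and 13 adjusted over the list alone) after bilateral OD, median log2 −0.38. After unilateral OD 16 of 46 were lower and 3 higher (17 and 3 adjusted over the list alone), median −0.12. In *Nell2*-/- 21 of 46 were lower and 7 higher (23 and 9 adjusted over the list alone), median −0.20. After bilateral OD this list gave fry adjusted p = 2.5e-12, adjusted p = 0.106 with an estimated correlation. Of the cholesterol synthesis genes, 18 of 19 were lower and 1 higher (the same numbers adjusted over the list alone) after bilateral OD, median log2 −1.85 (fry adjusted p = 4.5e-13, adjusted p = 0.0705 with an estimated correlation). *Nsdhl* (log2 −3.40 ± 0.06, adjusted p = 6.9e-18) and *Fdps* (log2 −2.04 ± 0.07, adjusted p = 6.5e-14) are among the abundant members that fell. After unilateral OD 15 of 19 were lower and 1 higher (16 and 1 adjusted over the list alone). In *Nell2*-/- 11 of 19 were lower and 3 higher (12 and 4 adjusted over the list alone). Tested between the operations, 17 of 19 were lower and 2 higher (the same numbers adjusted over the list alone) after bilateral than after unilateral OD (fry adjusted p = 1.0e-08, adjusted p = 0.0839 with an estimated correlation). Of the androgen response genes 19 of 46 were lower and 12 higher (20 and 12 adjusted over the list alone) (fry adjusted p = 3.3e-07, adjusted p = 0.33 with an estimated correlation). Set against unilateral OD and *Nell2*-/-, 350 genes (58.8%) were lowered 10-fold by bilateral OD alone, or 202 with a filter of 1 FPKM. The 350 had a median log2 fold change of −2.996 after bilateral OD, −0.65 after unilateral OD and 0.09 in *Nell2*-/-. When the difference itself was tested, 210 of the 350 differed from unilateral OD and 274 from *Nell2*-/-. The 350 were picked as not 10-fold lower in unilateral OD or *Nell2*-/-, which favours smaller changes there and such differences. At any fold 137 were still lower after unilateral OD. The share lowered alone was 16.2% (50 genes) for unilateral OD and 29.1% (77 genes) for *Nell2*-/-.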

The proportion of unique genes whose expression was significantly downregulated in the bilateral OD animals was 50.3% (217 genes), which was very high compared with those in unilateral OD (14.8%), EDL (22.1%), *W*/*Wv* (9.0%), and *Nell2*^−/−^ (10.4%) (Table 1). In the unilateral OD, 283 genes were significantly downregulated (Table 1). Among them, 49.1 ∼ 77.0% are common with those with bilateral OD (154 genes), EDL (218 genes), *W*/*Wv*, (187 genes), and *Nell2*^−/−^ (139 genes). 

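On the ipsilateral side *Lcn9* read 0, 0.121 and 0.207 FPKM, against 6732 ± 283 FPKM contralateral (adjusted p = 7.9e-15). *Cst8* (NCBI gene 13012, chromosome 2 from 148798839 to 148805596 on GRCm38) belongs to a reproductive subgroup of cystatins. It fell from 1686 ± 46.4 to 1.38 ± 0.461 FPKM (log2 −10.20 ± 0.26, adjusted p = 6.3e-13), 3 libraries each. After bilateral OD it fell by less (−5.02 ± 0.26), the difference being 5.18 ± 0.37 log2 units, adjusted p = 6.2e-08. The keratin gene *Krt23* from 86.6 ± 3.39 to 0.115, 0 and 0.0492 FPKM (log2 −9.20 ± 0.29) fell too. So did the defensin genes *Defb25* from 12104 ± 499 to 34.2 ± 11.1 FPKM (log2 −8.51 ± 0.23) and *Defb48* from 7714 ± 262 to 2.28 ± 0.611 FPKM (log2 −11.70 ± 0.70). *Gm17677* fell with log2 −10.66 ± 0.79, *Lcn8* with −9.29 ± 0.15, *Teddm2* with −9.23 ± 0.14 and *Gm4846* with −8.25 ± 0.17. With *Rnase10* these are the 10 largest falls, and their largest adjusted p is 2.5e-07 (for *Gm17677*). In all 309 genes fell at least 10-fold on the ipsilateral side, 105 of them listed at 0 in each ipsilateral library. The 309 become 202 with a filter of 1 FPKM. At any fold 3212 genes were lower. By the paper's rule, again with the ratio of means, 238 genes fell.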

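The proliferation marker *Mki67* (NCBI gene 17345, chromosome 7 from 135689784 to 135716450 on GRCm38) fell on the ipsilateral side (log2 −2.05 ± 0.21, adjusted p = 8.3e-07) and in *Nell2*-/- (log2 −2.30 ± 0.21, adjusted p = 1.5e-07). After bilateral OD it fell as well (log2 −3.38 ± 0.21, adjusted p = 3.1e-10). It was chosen after its values were seen. Of the cell cycle genes, 22 of 23 were lower and 0 higher (the same numbers adjusted over the list alone) after unilateral OD (fry adjusted p = 1.7e-12, adjusted p = 1.2e-04 with an estimated correlation). Only *Mcm2* was not called. In *Nell2*-/- 19 of 23 were lower and 0 higher (23 and 0 adjusted over the list alone) (fry adjusted p = 1.3e-11, adjusted p = 4.6e-04 with an estimated correlation). After bilateral OD 23 of 23 were lower and 0 higher (the same numbers adjusted over the list alone) (fry adjusted p = 3.7e-14, adjusted p = 6.6e-04 with an estimated correlation). The medians were log2 −1.51 for unilateral OD, −1.48 for *Nell2*-/- and −2.03 for bilateral OD. The abundant members *Pcna* (log2 −0.44 ± 0.06, adjusted p = 1.3e-05) and *Mcm3* (log2 −0.66 ± 0.18, adjusted p = 0.00918) fell after unilateral OD. Of the 309 genes lowered 10-fold on the ipsilateral side, 220 (71.2%) were also lowered 10-fold by bilateral OD. In *Nell2*-/- 163 (52.8%) were, against 4.73 for independent lists. Of the 220, 82 were not lower in *Nell2*-/- at any fold, 11 of them listed sperm and late germ cell markers. For these 82, RNA of sperm in the duct is not excluded. At any fold 2290 falls were shared with *Nell2*-/-, against 596 for independent lists. Tested directly, the change after unilateral OD differed from that in *Nell2*-/- in 804 of 17302 genes, 105 of them among the 309. Of 100 groupings of the libraries 8 reach that count: the real one, the exchange of whole groups and 6 that mix libraries.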

The proportion of unique genes whose expression was significantly downregulated in the unilateral OD animals was 14.8% (42 genes). Thus, while many genes were commonly downregulated among experimentally treated animals including bilateral OD and unilateral OD, there were a considerable number of genes specifically downregulated by bilateral OD.

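*Smcp*, a late germ cell transcript of the mitochondrial capsule (NCBI gene 17235, chromosome 3 from 92583866 to 92589073 on GRCm38), fell from 13.3 ± 5.29 to 0.277 ± 0.144 FPKM on the ipsilateral side (log2 −5.17 ± 0.34, adjusted p = 1.1e-08). The protamine genes *Prm1* from 14.7 ± 4.61 to 0.757 ± 0.415 FPKM (log2 −4.20 ± 0.31) and *Prm2* from 20.7 ± 5.34 to 1.83 ± 1.24 FPKM (log2 −3.66 ± 0.54) fell there as well. The tail fibre gene *Odf1* also fell (log2 −6.44 ± 0.27, adjusted p = 1.2e-11). Of the sperm and late germ cell markers, 12 of 16 were lower and 0 higher (13 and 0 adjusted over the list alone) after unilateral OD, median log2 −3.41 (fry adjusted p = 4.4e-09, adjusted p = 0.0274 with an estimated correlation). After bilateral OD 12 of 16 were lower and 1 higher (13 and 1 adjusted over the list alone). In *Nell2*-/-, whose testes make sperm, 0 of 16 were lower and 1 higher (0 and 0 adjusted over the list alone), with a median of 0.41. The change differed between the operations in 4 of 16, 3 more lowered after bilateral OD and 1 less (2 and 0 adjusted over the list alone), and the list is not called (fry adjusted p = 0.113, adjusted p = 0.766 with an estimated correlation). Set against bilateral OD and *Nell2*-/-, 50 of the 309 genes were lowered 10-fold after unilateral OD alone. In 11 of these the change differed from that after bilateral OD. The 50 were picked as not 10-fold lower there, which favours such differences.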

**Table 1:** Comparison of downregulated genes (fold change < 0.1, and t-test *P* < 0.05) in orchidectomized and lumicrine signaling-deficient mouse IS-caput epididymides

	Fold change < 0.1 *P* < 0.05	Unique	Common with				
			Bilateral OD	Unilateral OD	EDL	W/Wv	Nell2^−/−^
Bilateral OD	431	217 (50.3%)		154 (35.7%)	179 (41.5%)	165 (38.3%)	120 (27.8%)
Unilateral OD	283	42 (14.8%)	154 (54.4%)		218 (77.0%)	187 (66.1%)	139 (49.1%)
EDL	476	105 (22.1%)	179 (37.6%)	218 (45.8%)		311 (65.3%)	188 (39.5%)
*W*/*Wv*	366	33 (9.0%)	165 (45.1%)	187 (52.2%)	311 (85.0%)		187 (51.1%)
*Nell2* ^−/−^	231	24 (10.4%)	120 (52.9%)	139 (60.2%)	188 (81.4%)	187 (81.0%)	

The fold changes of gene expression in the bilateral and unilateral OD-treated IS-caput epididymides were shown by heatmap representation (Fig. 3A). For genes significantly downregulated in bilateral OD-treated IS-caput epididymis (fold change < 0.1, and *t*-test *P* value < 0.05), their expression fold changes were compared with those of unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ animals (Fig. 3B and Supplementary Data File 2). 

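*Gpx5*, a secreted glutathione peroxidase gene of the caput drawn in Fig. 3B (NCBI gene 14780, chromosome 13 from 21286429 to 21292727 on GRCm38), fell from 42207 ± 1370.0 to 821 ± 131 FPKM after bilateral OD (log2 −5.69 ± 0.09, adjusted p = 2.8e-18). On the ipsilateral side it stood at 29223 ± 3661 FPKM, against 34378 ± 643 FPKM contralateral (log2 −0.24 ± 0.09, adjusted p = 0.0527). The operations differ by −5.45 ± 0.13 log2 units, adjusted p = 3.3e-15. Without ipsilateral replicate 1 or 2 the adjusted p after unilateral OD is 0.0435 or 0.0362. *Lcn12* fell after bilateral OD (log2 −6.44 ± 0.10, adjusted p = 1.7e-18). It rose on the ipsilateral side from 439.9 ± 7.91 to 796 ± 57.4 FPKM (log2 0.85 ± 0.10, adjusted p = 3.1e-06) and in *Nell2*-/- (log2 1.00 ± 0.10, adjusted p = 3.5e-07). The phosphatase gene *Alpl* fell after bilateral OD (log2 −5.07 ± 0.16) and rose after unilateral OD (0.94 ± 0.16) and in *Nell2*-/- (1.31 ± 0.16). *Lcn6* fell from 1123 ± 163 to 0.466 ± 0.237 FPKM after bilateral OD. After unilateral OD it had log2 −0.20 ± 0.22 (adjusted p = 0.523), a difference of −10.83 ± 0.31 log2 units, adjusted p = 1.7e-12. *Adam7* fell with log2 −7.86 ± 0.05 after bilateral OD, −0.63 ± 0.05 after unilateral OD and −0.63 ± 0.05 in *Nell2*-/-. The operations differ by −7.23 ± 0.07 log2 units, adjusted p = 5.5e-21. All 152 genes of Fig. 3B fell 10-fold after bilateral OD (median log2 −5.07). After unilateral OD 64 of them fell 10-fold, 113 were lower, 18 higher and 21 not called, from log2 −15.12 to 1.22. In *Nell2*-/- 65 fell 10-fold, 104 were lower, 23 higher and 25 not called. Of the 536 genes listed in the paper's supplement 513 were tested, and 494 of these were 10-fold lower after bilateral OD. After unilateral OD 148 of the 513 were not called and 27 were higher, median log2 −1.57. In *Nell2*-/- these were 202 and 63, median −0.69. Genes in the supplement were picked for their fall after bilateral OD, which favours smaller falls elsewhere.

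**Figure D2:**
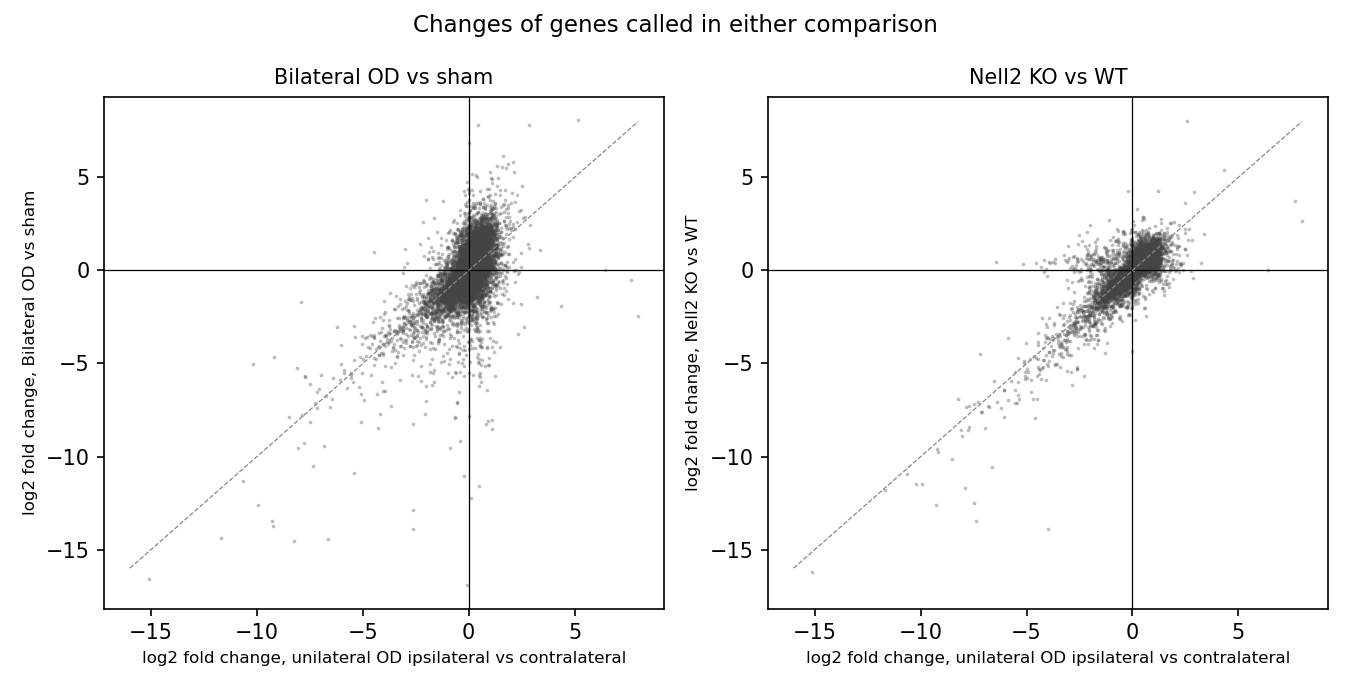
Log2 fold change after unilateral OD (horizontal) against bilateral OD and against *Nell2*-/- (vertical) for genes called in either comparison of each pair. The dashed line marks equal change.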

Among genes significantly downregulated in the bilateral OD animals, there are many genes not affected or only moderately downregulated in the unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ animals, endorsing the above observation that a larger number of genes were downregulated in the bilateral OD mice compared with unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ ones.

**Fig. 3:**
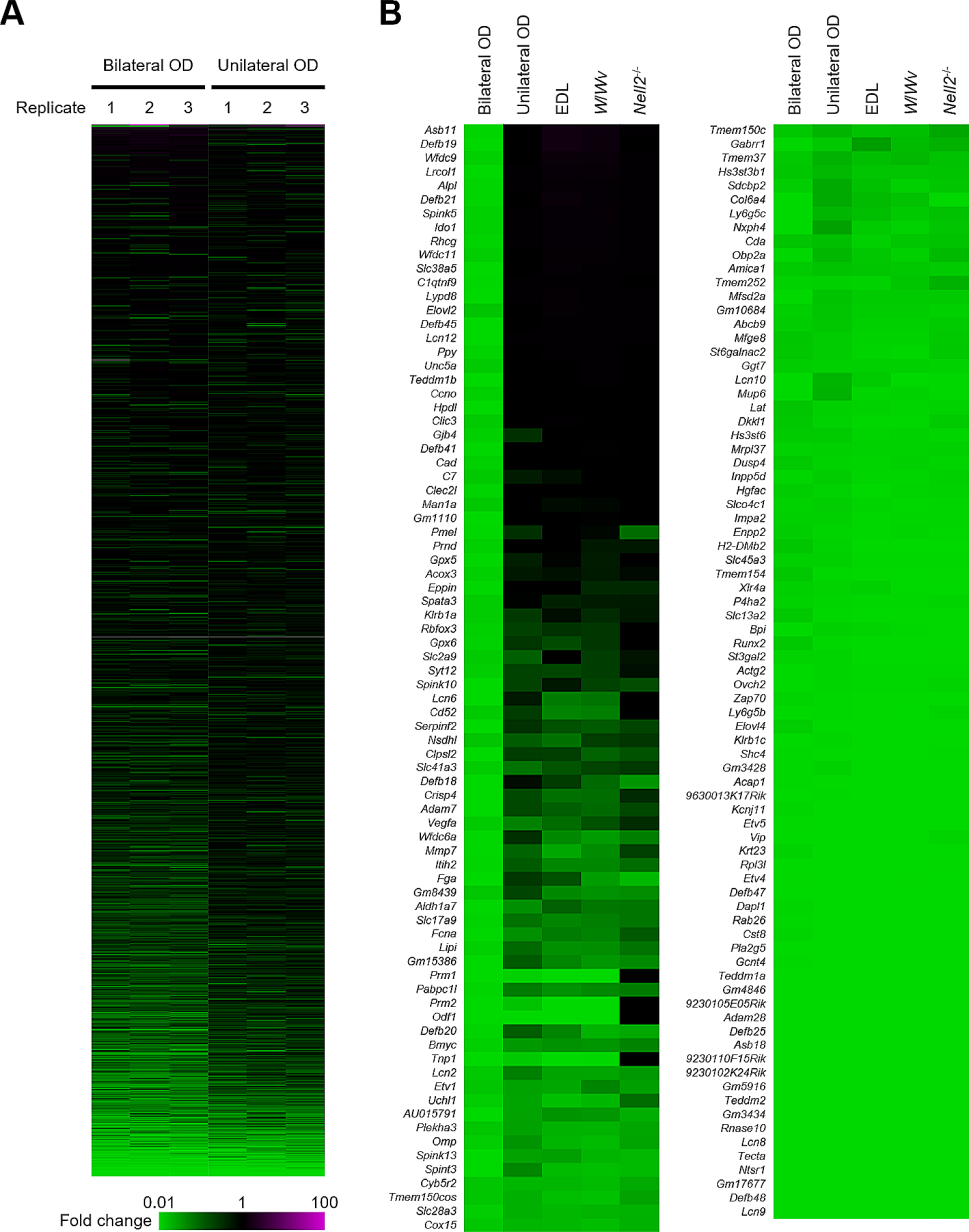
Comparative representation of genes downregulated in lumicrine signaling-deficient and endocrine signaling-deficient mouse IS-caput epididymides (**A**) Fold change of gene expressions in bilateral OD (*n* = 3) and unilateral OD (*n* = 3). Green and magenta represent downregulation and upregulation, respectively. (**B**) Genes downregulated in bilateral OD IS-caput epididymis (fold change < 0.1, and t-test *P* < 0.05) compared with fold changes in unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ IS-caput epididymis. Average values are shown. Color indications are the same as in panel A

For upregulated genes, there are 196 and 69 genes upregulated by bilateral OD and unilateral OD, respectively (Table 2). However, among such upregulated genes, only 1 ∼ 3 genes were common between genes upregulated in the IS-caput epididymis of EDL, *W*/*Wv*, or *Nell2*^−/−^ mice, implying that the observed upregulations are resulting from experimental variation than from a common mechanism.

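The kinesin gene *Kif12* (NCBI gene 16552, chromosome 4 from 63157948 to 63172145 on GRCm38) rose from 0.176, 0 and 0.0382 to 35.3 ± 6.93 FPKM after bilateral OD (log2 7.81 ± 0.47, adjusted p = 1.7e-10). After unilateral OD it had log2 0.43 ± 0.47 (adjusted p = 0.521), a difference of 7.37 ± 0.67 log2 units, adjusted p = 1.3e-07. *AY761185*, a defensin-like gene, rose from 149 ± 154 to 7482 ± 938 FPKM after bilateral OD, and the carboxypeptidase gene *Cpn1* rose from 0.251 ± 0.200 to 69.2 ± 9.85 FPKM. The vitamin D-binding protein gene *Gc* rose by log2 5.71 ± 0.39, the islet peptide gene *Iapp* by 5.61 ± 0.32 and the hormone gene *Stc1* by 5.54 ± 0.22. *1700011H14Rik* rose by 5.52 ± 0.37, *Ccdc148* by 5.31 ± 0.29 and *Lrrtm1* by 5.16 ± 0.23. *Mir760* read 43.9, 33.9 and 13.6 FPKM and is listed at 0 in each sham library. The largest adjusted p of these 10 is 0.00321 (for *Mir760*), with 3 libraries per group. On the ipsilateral side *Defb23* rose from 6.90 ± 5.04 to 134 ± 77.4 FPKM (log2 4.34 ± 0.73, adjusted p = 3.9e-04) and *BC048679* rose from 53.0 ± 13.8 to 394 ± 94.7 FPKM. *Ly6f* (log2 2.63 ± 0.19), *Defb28* (2.50 ± 0.61), *Gm4926* (1.99 ± 0.27) and *Gc* (1.84 ± 0.39) rose there too. So did the zinc transporter gene *Slc39a8* (1.98 ± 0.34) and the carboxylesterase gene *Ces1d* (1.76 ± 0.09). *Snord22*, a small RNA that poly(A) libraries capture poorly, read 39.2, 13.1 and 33.1 FPKM there and is listed at 0 in each contralateral library (adjusted p = 0.00975, the largest of these 10). The pseudogene *Atp6v0c-ps2* rose (log2 7.66 ± 1.82, adjusted p = 0.00559), with adjusted p = 0.0800 when only its own 6 libraries are fitted. At least 10-fold higher were 261 genes after bilateral OD and 30 after unilateral OD. With a filter of 1 FPKM these are 103 and 6, and without a filter 53 rose after unilateral OD. Of the 261 and 30 genes 75 and 15 are listed at 0 in every control library. At any fold 5253 and 2775 were higher.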

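*Slc35f4* (NCBI gene 75288, chromosome 14 from 49298519 to 49525837 on GRCm38), a weakly transcribed solute carrier gene, rose 10-fold in all 3 comparisons. It reached 0.474 ± 0.237 FPKM after bilateral OD (adjusted p = 5.8e-05), 0.349 ± 0.0951 FPKM after unilateral OD (adjusted p = 0.00104) and 0.262 ± 0.118 FPKM in *Nell2*-/- (adjusted p = 9.3e-04). The only other 10-fold rise shared by unilateral OD and *Nell2*-/- was *Defb23*. In the latter it rose from 1.33 ± 0.798 to 54.1 ± 17.9 FPKM (log2 5.40 ± 0.73, adjusted p = 4.9e-05). The neuropeptide gene *Cartpt* was shared by bilateral OD (log2 4.28 ± 0.69, adjusted p = 7.0e-05) and *Nell2*-/- (log2 4.25 ± 0.69, adjusted p = 1.6e-04). *Slc35f4* and *Cartpt* were chosen after their values were seen. In *Nell2*-/- the largest rises among abundant genes include *BC048679* from 7.17 ± 3.17 to 124 ± 16.9 FPKM (log2 4.19 ± 0.60), *Defb28* from 3.93 ± 1.17 to 51.1 ± 19.0 FPKM (log2 3.63 ± 0.61) and *AY761185* from 65.8 ± 23.4 to 305 ± 37.6 FPKM (log2 2.26 ± 0.50). *Gldn* from 4.93 ± 0.796 to 36.3 ± 2.53 FPKM and *Gc* from 10.1 ± 2.29 to 58.7 ± 11.9 FPKM also rose. *Ly6d* (log2 2.16 ± 0.21) and *Rprml* (2.08 ± 0.32) follow. *Hmox1* rose too (log2 2.04 ± 0.54, adjusted p = 0.00921), with adjusted p = 0.160 when only its own 6 libraries are fitted. *Snora70* read 20.2, 25.3 and 34.1 FPKM in *Nell2*-/- and is listed at 0 in each WT library (adjusted p = 0.0432). That call is lost on leaving out any 1 of the 6. Shared 10-fold rises number 6 for the operations, 6 for bilateral OD with *Nell2*-/- and 2 for unilateral OD with *Nell2*-/-. Independent lists would share 0.453, 0.649 and 0.0746. Without ipsilateral replicate 1 or 2 the operations share 10. Unilateral OD and *Nell2*-/- share 1 without contralateral replicate 3 and 4 without WT replicate 3 or *Nell2*-/- replicate 3. At any fold 1675, 1506 and 1789 rises are shared, against 843, 934 and 493. The paper proposes that the rises come from experimental variation, because few are shared.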

**Table 2:** Comparison of upregulated genes (fold change > 10, and t-test *P* < 0.05) in orchidectomized and lumicrine-deficient mouse IS-caput epididymides

	Fold change > 10 *P* < 0.05	Unique	Common with				
			Bilateral OD	Unilateral OD	EDL	W/Wv	Nell2^−/−^
Bilateral OD	196	180 (91.8%)		7 (3.6%)	4 (2.0%)	3 (1.5%)	5 (2.6%)
Unilateral OD	69	57 (82.6%)	7 (10.1%)		2 (2.9%)	1 (1.4%)	2 (2.9%)
EDL	107	66 (61.7%)	4 (3.7%)	2 (1.9%)		33 (30.8%)	6 (5.6%)
*W*/*Wv*	67	31 (46.3%)	3 (4.5%)	1 (1.5%)	33 (49.3%)		2 (3.0%)
*Nell2* ^−/−^	67	54 (80.6%)	5 (7.5%)	2 (3.0%)	6 (9.0%)	2 (3.0%)	

Collectively, these results indicate that unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ animals are similar whereas the bilateral OD animals are rather unique in their gene downregulation. 

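*Crisp1*, encoding a secreted protein that coats sperm (NCBI gene 11571, chromosome 17 from 40293758 to 40319207 on GRCm38), separates the treatments in the direction opposite to *Gpx5*. It fell from 629 ± 115 to 74.0 ± 19.4 FPKM after unilateral OD (log2 −3.10 ± 0.42, adjusted p = 7.6e-05) and from 389.6 ± 11.1 to 22.0 ± 19.2 FPKM in *Nell2*-/- (log2 −4.48 ± 0.42, adjusted p = 1.9e-06). After bilateral OD it had log2 −0.15 ± 0.42 (adjusted p = 0.773). The operations differ by 2.95 ± 0.60 log2 units, adjusted p = 0.00165. *Lcn5* fell after bilateral OD (log2 −4.40 ± 0.41, adjusted p = 6.5e-07) and rose in *Nell2*-/- (log2 1.92 ± 0.41, adjusted p = 0.00231). After unilateral OD it had log2 1.19 ± 0.41, adjusted p = 0.0398, which turns to between 0.0653 and 0.103 on leaving out any 1 of the 6 libraries. Clear and narrow cells acidify the lumen. Of their markers, 0 of 7 were lower and 6 higher (the same numbers adjusted over the list alone) after bilateral OD. After unilateral OD 1 of 7 were lower and 5 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 1 of 7 were lower and 5 higher (the same numbers adjusted over the list alone). *Foxi1* rose in each (log2 1.57 ± 0.09, 1.06 ± 0.09 and 1.02 ± 0.09). Of the ciliated efferent duct markers, 0 of 9 were lower and 9 higher (the same numbers adjusted over the list alone) after bilateral OD, with *Foxj1* rising (log2 2.21 ± 0.46, adjusted p = 8.9e-04). After unilateral OD 0 of 9 were lower and 2 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 0 of 9 were lower and 0 higher (the same numbers adjusted over the list alone). Of the adipocyte markers, 0 of 8 were lower and 7 higher (the same numbers adjusted over the list alone) after bilateral OD, with *Adipoq* rising (log2 3.50 ± 0.49, adjusted p = 7.4e-06). Of these 7, 5 stay called without bilateral OD replicate 1, in which the markers sum to 119.5 FPKM against 19.2 and 44.7 in replicates 2 and 3. After unilateral OD 0 of 8 were lower and 1 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 0 of 8 were lower and 0 higher (the same numbers adjusted over the list alone). *Lcn5*, *Crisp1*, *Foxi1*, *Foxj1* and *Adipoq* were singled out after their values were seen. Across the 17302 genes, which are not independent replicates, fold changes after unilateral OD correlate with those in *Nell2*-/- at 0.74 (Pearson). With those after bilateral OD they correlate at 0.60, and bilateral OD with *Nell2*-/- at 0.46. The correlations were not tested against each other. The change differed between bilateral and unilateral OD in 6464 genes and between bilateral OD and *Nell2*-/- in 7715. From the shares of common and unique genes and the fold changes it draws, the paper concludes that unilateral OD acts like the lumicrine defects and bilateral OD is distinct in its downregulation.

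**Figure D3:**
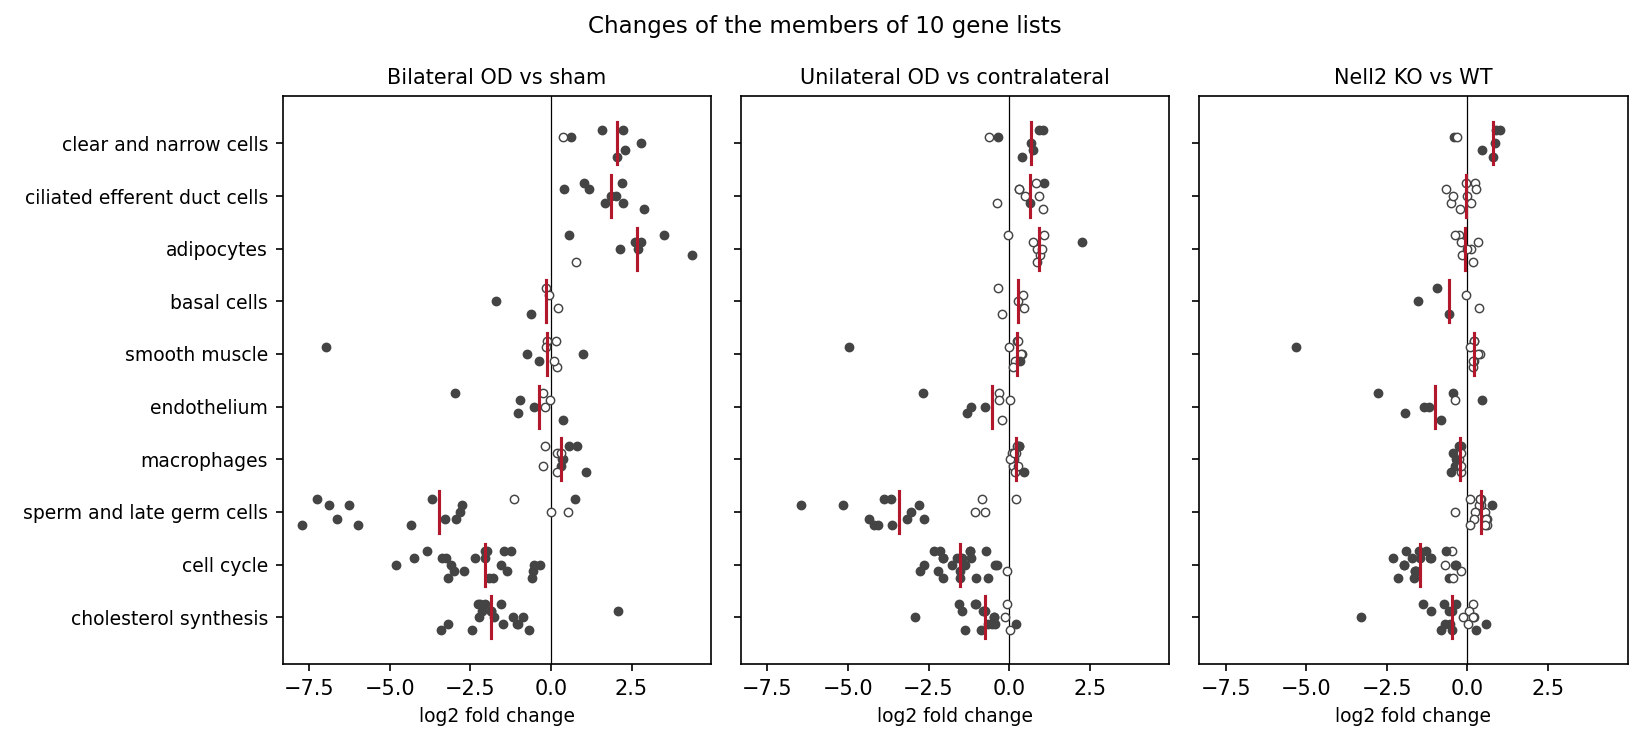
Log2 fold change of each tested member of 10 gene lists in the 3 comparisons. Filled points have adjusted p under 0.05 and the red line is the list median.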

Hereafter in the present study, unilateral OD is therefore treated as a variation of the lumicrine action-interfering treatments (see also Discussion).

### The feature of gene products downregulated in endocrine and/or lumicrine actions-interfered mouse epididymis

The expression of many genes was influenced differently by the bilateral OD and lumicrine action-interfering treatments. To investigate whether there are common characteristics shared among such genes whose expressions were affected, genes were classified based on their function or their evolution. Subsequently, the total expressions of genes classified in such a manner were compared between the experimental groups.

Using GO information, genes were selected based on the localization of the encoded proteins (extracellular, plasma membrane, cytosol, mitochondrion, endoplasmic reticulum, Golgi apparatus, and nucleoplasm). Gene expression was then accumulated for each classification group and compared between experimental groups (Fig. 4A and Supplementary Data File 3). 

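*Gpx5* alone accounts for 49.7% and *Defb48* for 13.2% of the net fall of extracellular transcripts after bilateral OD. The 5 largest falls make up 71.2% of all falls summed. The 1670 genes listed under GO extracellular sum to 162023 ± 6619 FPKM in sham and 78754 ± 3667 FPKM after bilateral OD. That is 48.6 ± 3.01% of sham (n = 3 each, exact permutation p = 0.1, the smallest that 3 against 3 can give). Falls sum to −113318 FPKM and rises to 30050.3 FPKM. On the ipsilateral side the sum was 141040.0 ± 3179.7 FPKM, against 143636 ± 1311 FPKM contralateral (98.2 ± 2.39%, exact permutation p = 0.3). In *Nell2*-/- it was 151893 ± 6910.4 FPKM, against 140314 ± 4426 FPKM in WT (108 ± 5.99%, exact permutation p = 0.2). Glutathione peroxidases sum to 3.55% of control after bilateral OD, 85.7% after unilateral OD and 119.8% in *Nell2*-/-. Without *Gpx5* these are 89.1%, 122% and 121%. RNase A genes sum to 4.81%, 75.3% and 74.0%, or without *Rnase10* to 22.2%, 190.4% and 272%. WAP and Kazal protease inhibitor genes sum to 107 ± 24.7% after bilateral OD (exact permutation p = 0.6). After unilateral OD they sum to 162 ± 4.46% and in *Nell2*-/- to 179.7 ± 17.5% (exact permutation p = 0.1 for each). Their most abundant member *Spink8* rose after bilateral OD (log2 2.44 ± 0.18, adjusted p = 1.5e-08). Without it the sums are 26.9%, 149% and 159.7%. Of this list 18 of 25 were lower and 4 higher (the same numbers adjusted over the list alone) after bilateral OD. After unilateral OD 5 of 25 were lower and 11 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 6 of 25 were lower and 12 higher (7 and 13 adjusted over the list alone). Without *Gpx5* the extracellular sum after bilateral OD is 65.0% of sham.

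**Figure D4:**
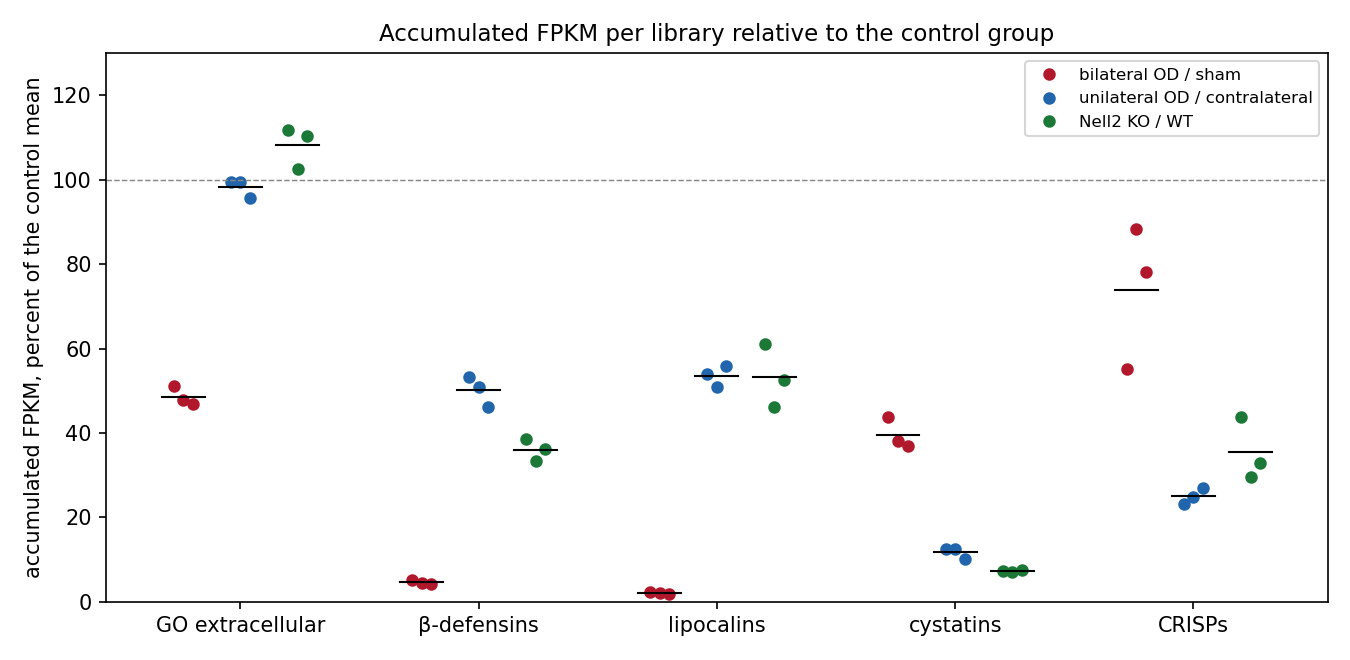
Summed FPKM of GO extracellular genes, β-defensins, lipocalins, cystatins and CRISPs in each treated library as percent of the control mean. There are 3 libraries per group and the black line is the mean.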

An apparent reduction by bilateral OD was observed in GO “extracellular” genes. In other GO classifications, prominent downregulation or upregulation of the accumulated gene expression was not recognized in the specific experimental group.

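Genes outside GO extracellular sum to 71.7 ± 3.39% of sham after bilateral OD (n = 3 each). After unilateral OD they sum to 92.7 ± 2.43% of contralateral, and in *Nell2*-/- to 92.2 ± 3.89% of WT. All genes together sum to 67.1%, 93.8% and 95.3%, since the total of an FPKM library is not fixed. Extracellular genes made up 20.02% of the total in sham and 14.5% after bilateral OD. The other 6 classes, from plasma membrane to nucleoplasm, were not analysed here, as the members that the paper used for them are not held.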

**Fig. 4:**
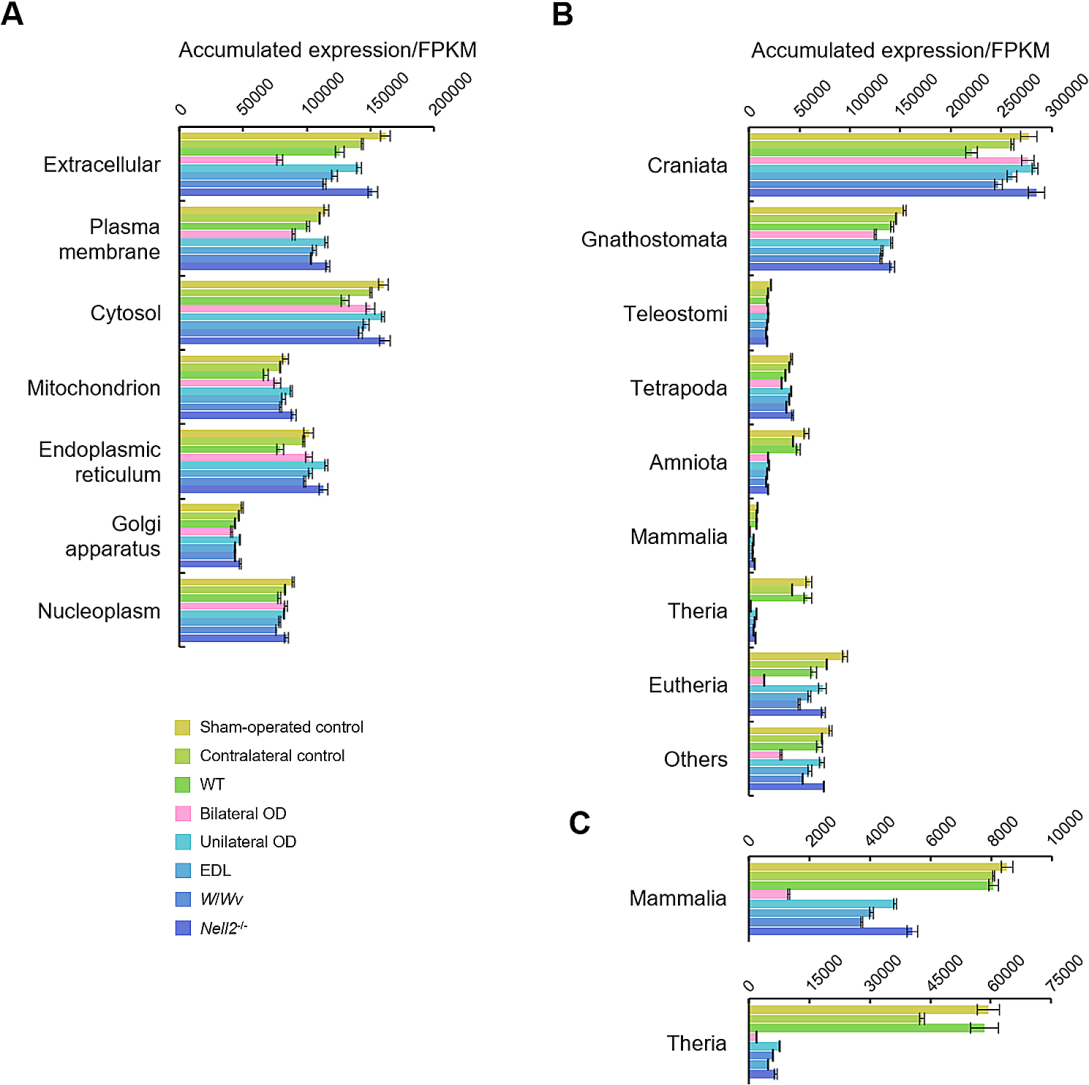
Expression of genes classified based on the properties of resulting proteins. Gene expressions in sham-operated control, contralateral control, WT, bilateral OD, unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ IS-caput epididymis. (**A**) Genes are classified by subcellular localization using GO information. The expression levels of genes were accumulated for each group. (**B**) Genes are classified according to their evolution. The expression levels of genes were accumulated for each group. (**C**) Magnified representations of Mammals and Theria in panel B. All values are shown as mean ± S.E.M (*n* = 3)

Transcriptomes can be analyzed not only based on gene functions but also based on gene evolution. Genes were therefore classified into nine evolutional classes, i.e., Craniata, Gnathostomata, Teleostomi, Tetrapoda, Amniota, Mammalia, Theria, Euthelia, and others (evolutionally newer genes), and the accumulated gene expressions for each class were compared between experimental groups (Fig. 4B and C and Supplementary Data File 4). There was no critical difference in the accumulated expression of genes acquired before Tetrapoda between the experimental groups, whereas apparent reductions in the accumulated expression by the experimental treatments were observed in genes acquired since Amniota. 

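The enteric actin gene *Actg2* (NCBI gene 11468, chromosome 6 from 83512909 to 83536251 on GRCm38), classed as Tetrapoda by the paper, fell after bilateral OD (log2 −6.97 ± 0.13, adjusted p = 1.1e-16). It also fell after unilateral OD (log2 −4.97 ± 0.13, adjusted p = 2.8e-14) and in *Nell2*-/- (log2 −5.31 ± 0.13, adjusted p = 8.6e-15). It leads the 69 Tetrapoda genes within the part of the paper's class table that is held. These sum to 2203 ± 169 FPKM in sham and 395 ± 7.17 after bilateral OD (n = 3 each). They sum to 1694 ± 34.1 contralateral and 411 ± 5.81 ipsilateral, 2126 ± 45.9 in WT and 418 ± 10.3 FPKM in *Nell2*-/-. For 230 Craniata genes the sums are 5996 ± 173 in sham, 4265 ± 151 after bilateral OD, 5846 ± 50.4 contralateral and 5981 ± 22.0 FPKM ipsilateral. For 198 Gnathostomata genes they are 4027 ± 109.9, 3058 ± 90.8, 3868 ± 27.0 and 4088 ± 59.5 FPKM. The paper's own totals after bilateral OD are 99.9% of control for Craniata, 81.0% for Gnathostomata, 89.1% for Teleostomi and 76.1% for Tetrapoda. After unilateral OD the paper's totals are 109%, 96.8%, 98.9% and 104%. The held part covers 1978 of 24346 genes in alphabetical order, so the sums stand for that part alone.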

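In the paper's totals Amniota-specific genes stand at 32.7% of control after bilateral OD, 44.9% after unilateral OD and 42.1% in *Nell2*-/-. In the held part of the class table 34 such genes sum to only 10.7 ± 0.403 FPKM in sham and 11.8 ± 0.643 after bilateral OD, n = 3 each. The sums are 12.5 ± 1.11 contralateral and 12.1 ± 0.996 ipsilateral, 15.2 ± 2.12 in WT and 22.7 ± 2.29 FPKM in *Nell2*-/-. The class total was not recomputed.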

The accumulated expressions of Amniota-specific genes were reduced in mice with bilateral OD and mice with lumicrine action-interfering treatments such as unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ mice. For Mammalia- and Theria-specific genes, their accumulated expressions were also reduced similarly in the unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ animals, whereas the reduction in the bilateral OD was even greater. 

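In the paper's totals Mammalia genes stand at 15.3% of control after bilateral OD, 59.6% after unilateral OD and 63.7% in *Nell2*-/-. Theria genes stand at 3.22%, 17.7% and 13.8%. The 12 Mammalia genes held sum to 12.6 ± 1.09 FPKM in sham and 9.64 ± 1.63 after bilateral OD (n = 3 each). The 15 Theria genes held sum to 121 ± 8.55 and 89.5 ± 3.68 FPKM. Ipsilateral sums are 9.70 ± 1.75 and 90.0 ± 2.84 FPKM, against 9.26 ± 1.48 and 97.1 ± 0.401 FPKM contralateral.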

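*9230104L09Rik* (NCBI gene 77705, chromosome 2 from 148844620 to 148850962 on GRCm38), a cystatin-like gene in the newest class of the paper, fell from 8461 ± 372 to 35.6 ± 10.5 FPKM after unilateral OD (log2 −7.93 ± 0.13, adjusted p = 1.3e-16). After bilateral OD it fell less (log2 −1.70 ± 0.13, adjusted p = 1.2e-08), the difference being 6.22 ± 0.19 log2 units, adjusted p = 3.2e-13. *9230110F15Rik* of the same class fell after bilateral OD (log2 −10.51 ± 0.32, adjusted p = 2.5e-12) and after unilateral OD (log2 −7.37 ± 0.32, adjusted p = 4.9e-10). These lead the held part of that class, whose 238 genes sum to 14284 ± 761 FPKM in sham and 4231 ± 254 after bilateral OD (n = 3 each). The sums are 10591 ± 422 contralateral and 783 ± 49.8 ipsilateral, 9166 ± 179.6 in WT and 781 ± 24.5 in *Nell2*-/-. The paper's totals over the whole class are 39.2%, 100.2% and 102% of control. For Eutheria they are 15.9%, 93.9% and 94.7%. The 14 Eutheria genes held sum to 121 ± 10.0 in sham and 96.7 ± 9.07 FPKM after bilateral OD.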

Decreased expression was also observed in the genes of For Euthelia-specific and evolutionally newer genes, the reduction of accumulated gene expression was apparent only in the bilateral OD animals but not prominent in those of unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ animals. Thus, the expressions of genes acquired since Amniota were affected by bilateral OD and other lumicrine action-interfering treatments but to a different extent.

There are several protein families known to be specifically expressed in the epididymis such as β-defensins [35, 36], cystatins [37, 38], cysteine-rich secretory proteins (CRISPs) [39–41], and lipocalins [42, 43]. The regulated expressions of genes encoding such protein families were also investigated from the evolutional aspect (Fig. 5). All genes encoding these protein families have emerged since Amniota. The expressions of Amniota-specific β-defensin, cystatin, and lipocalin genes are downregulated by either or both bilateral OD and lumicrine action-interfering treatments, whereas Amniota-specific CRISP genes were not expressed in both control and experimentally treated IS-caput epididymis. Also, the expressions of genes β-defensin, lipocalin, cystatin, and CRISP genes emerged since Theria were affected by both bilateral OD and lumicrine action-interfering treatments. Collectively, bilateral OD and lumicrine action-interfering treatments differently but critically affected the IS-caput epididymal expressions of genes acquired since Amniota.

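*Defb20*, an abundant β-defensin gene (NCBI gene 319579, chromosome 2 from 152477063 to 152479934 on GRCm38), fell from 11924 ± 639 to 365 ± 69.2 FPKM after bilateral OD (log2 −5.05 ± 0.12, adjusted p = 1.5e-15). It fell from 8539 ± 457 to 4582 ± 780.4 FPKM after unilateral OD (log2 −0.91 ± 0.12, adjusted p = 1.8e-05), and in *Nell2*-/- (log2 −2.21 ± 0.12, adjusted p = 2.3e-10). *Defb15*, chosen after its values were seen, fell after bilateral OD (log2 −2.44 ± 0.27, adjusted p = 2.0e-06). It rose after unilateral OD (log2 1.18 ± 0.27, adjusted p = 0.00322) and in *Nell2*-/- (log2 1.55 ± 0.27, adjusted p = 3.5e-04). *Defb18* had log2 −0.10 ± 0.10 after unilateral OD (adjusted p = 0.495), a difference from bilateral OD of −16.82 ± 0.15 log2 units, adjusted p = 3.4e-21. The 42 β-defensin genes sum to 4.65 ± 0.595% of control after bilateral OD, 50.1 ± 3.60% after unilateral OD and 36.0 ± 2.70% in *Nell2*-/- (n = 3 each, exact permutation p = 0.1). Of the members, 19 of 37 were lower and 6 higher (the same numbers adjusted over the list alone) after bilateral OD, median log2 −1.31 (fry adjusted p = 3.6e-12, adjusted p = 0.267 with an estimated correlation). After unilateral OD 6 of 37 were lower and 12 higher (7 and 14 adjusted over the list alone), with a median of 0.54 and a mean of −0.33. The list is not called there (fry adjusted p = 0.0894, adjusted p = 0.79 with an estimated correlation). In *Nell2*-/- 9 of 37 were lower and 14 higher (the same numbers adjusted over the list alone), with a median of 0.62 while mean (−0.49) and fry point down (fry adjusted p = 0.0044, adjusted p = 0.955 with an estimated correlation). With that correlation the direction is up in both. The neutrophil lipocalin gene *Lcn2* fell with log2 −3.68 ± 0.08 after bilateral OD, −1.38 ± 0.08 after unilateral OD and −1.80 ± 0.08 in *Nell2*-/-. The 10 lipocalin genes sum to 2.17 ± 0.235%, 53.6 ± 2.80% and 53.3 ± 7.89% of control. Without *Lcn5* the sums after unilateral OD and in *Nell2*-/- are 16.8% and 14.1%. After bilateral OD 8 of 9 were lower and 0 higher (the same numbers adjusted over the list alone) (fry adjusted p = 2.9e-20, adjusted p = 0.00144 with an estimated correlation). After unilateral OD 5 of 9 were lower and 2 higher (the same numbers adjusted over the list alone) (fry adjusted p = 2.3e-14, adjusted p = 0.0374 with an estimated correlation). In *Nell2*-/- 5 of 9 were lower and 2 higher (the same numbers adjusted over the list alone) (fry adjusted p = 5.8e-16, adjusted p = 0.0404 with an estimated correlation). *Lcn5* and *Lcn12* are the higher pair in both. Reads can be shared between near-identical copies of defensin and lipocalin genes, which was not tested.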

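*Cst11*, the most abundant cystatin gene of IS-caput (NCBI gene 78240, chromosome 2 from 148768618 to 148771497 on GRCm38), fell from 11083 ± 928 to 1873 ± 224 FPKM after bilateral OD (log2 −2.57 ± 0.22, adjusted p = 1.2e-07). It fell further after unilateral OD, from 7648 ± 365 to 378 ± 134 FPKM (log2 −4.41 ± 0.22, adjusted p = 9.2e-10), the difference being 1.84 ± 0.32 log2 units, adjusted p = 3.2e-04. In *Nell2*-/- it fell with log2 −5.59 ± 0.22. *Cst12* fell after unilateral OD (log2 −4.01 ± 0.45, adjusted p = 1.2e-05) and after bilateral OD (log2 −1.62 ± 0.45, adjusted p = 0.00645). With 0.01 FPKM added before logs the latter has adjusted p = 0.187. *Cst3*, the widely expressed cystatin C gene, rose after bilateral OD (log2 1.78 ± 0.06, adjusted p = 1.3e-13). The 12 cystatin genes sum to 39.6 ± 4.96% of control after bilateral OD, 11.8 ± 1.47% after unilateral OD and 7.31 ± 0.321% in *Nell2*-/- (n = 3 each, exact permutation p = 0.1). Without *Cst11* the sums are 62.5%, 18.5% and 12.6%. Of the members, 7 of 11 were lower and 2 higher (the same numbers adjusted over the list alone) after bilateral OD (fry adjusted p = 5.5e-07, adjusted p = 0.374 with an estimated correlation). After unilateral OD 9 of 11 were lower and 0 higher (the same numbers adjusted over the list alone) (fry adjusted p = 1.7e-10, adjusted p = 0.0173 with an estimated correlation). In *Nell2*-/- 10 of 11 were lower and 0 higher (the same numbers adjusted over the list alone) (fry adjusted p = 5.5e-12, adjusted p = 0.0114 with an estimated correlation). *Crisp4* fell after bilateral OD (log2 −7.95 ± 0.15, adjusted p = 1.9e-16) and less after unilateral OD (log2 −0.65 ± 0.15, adjusted p = 0.00245), the difference being −7.29 ± 0.21 log2 units, adjusted p = 2.3e-13. In *Nell2*-/- it had log2 −0.37 ± 0.15, adjusted p = 0.0639, which is 0.0284 without *Nell2*-/- replicate 1. *Crisp2* fell after bilateral OD (log2 −4.06 ± 0.28) and unilateral OD (−3.94 ± 0.28). It is among the 82 genes that fell 10-fold after both operations but were not lower in *Nell2*-/-. For these, RNA of sperm in the duct is not excluded. *Crisp3*, below 1 FPKM in every group, rose after bilateral OD (2.83 ± 0.35). The 4 CRISP genes sum to 73.8 ± 17.1%, 25.0 ± 3.68% and 35.4 ± 7.50% of control. Without *Crisp1* they are 0.757%, 63.1% and 79.3%. Among CRISP genes 2 of 4 were lower and 1 higher (the same numbers adjusted over the list alone) after bilateral OD. After unilateral OD 3 of 4 were lower and 1 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 1 of 4 were lower and 0 higher (2 and 1 adjusted over the list alone).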

**Fig. 5:**
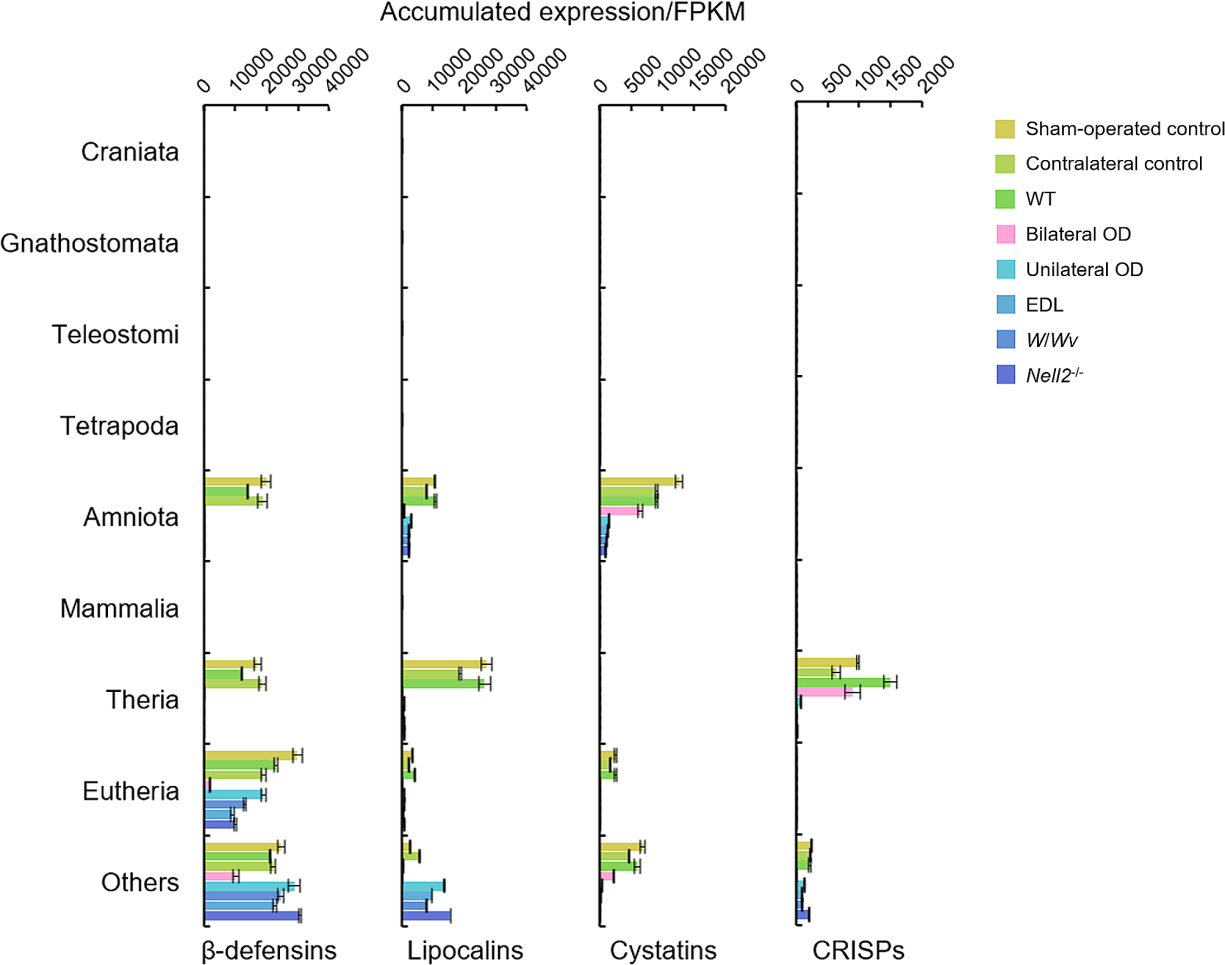
Expression of gene families abundantly expressed in the epididymis. The accumulated expression levels of genes encoding β-defensins, lipocalins, cystatins, and CRISPs in sham-operated control, contralateral control, WT, bilateral OD, unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ IS-caput epididymis are shown according to their evolution. All values are shown as mean ± S.E.M (*n* = 3)

## Discussion

There are non-autonomous mechanisms that regulate epididymal cell differentiation and gene expression. By observing changes in the epididymis following OD and EDL, endocrine and lumicrine actions have been identified as secretory signaling mechanisms originating from this testis [13, 14, 44]. The actions of these two regulatory mechanisms on the epididymal gene expression have been investigated for many genes but have not been investigated comprehensively at the genomic level. However, recent advances in the analytical capabilities of next-generation sequencing have made it possible to carry out comparative genome-wide expression analyses with higher precision and comprehensiveness than has been possible in the past. In the present study, the features of endocrine and lumicrine actions to regulate epididymal gene expression were examined by transcriptome analyzes. In the bilateral OD, the testicular endocrine and lumicrine actions are completely ablated. In the unilateral OD, the endocrine and lumicrine actions originating from the ipsilateral testis on the epididymis are ablated, but the endocrine action is still compensated by that from the contralateral testis. The comparative transcriptome analyses confirmed that the gene expression profile of unilateral OD is different from that of bilateral OD but rather like those of the lumicrine action-interfered animals such as EDL, *W*/*Wv*, and *Nell2*^−/−^ mice (Figs. 2 and 3; Table 1). Thus, as briefly described in the Result section, unilateral OD is concluded to be a variation of the lumicrine action-interfering treatments.

### Overview of testicular regulations of epididymal gene expression

The preceding studies unveiled that among genes expressed in the epididymis, some are regulated by the testicular endocrine and/or lumicrine signaling [8, 15, 16, 23, 25, 27–31, 45–214]. In the present study, genes whose expressions were regulated by testicular endocrine and/or lumicrine actions were explored further by comparing RNA-seq data obtained from bilateral or unilateral OD, EDL, *W*/*Wv*, and *Nell2*^−/−^ mouse epididymis. Genes whose expression is reduced by experimental treatment are especially important because their gene expression is positively regulated under physiological conditions. Such downregulated genes can be classified into several groups: i, genes downregulated by lumicrine action-interfering treatments, and therefore affected equally also by bilateral OD; ii, genes not affected by lumicrine action-interfering treatments, but downregulated only by bilateral OD; iii, genes moderately downregulated by lumicrine action-interfering treatments and further by bilateral OD. Not all genes downregulated by unilateral OD are solely regulated by lumicrine signaling. The differentiation and associated gene expression of the IS epididymis require androgen action even if the luminal communication between testis and epididymis is intact; in *Rnase10-cre*; *Ar*^loxP^ mice, in which androgen receptors are conditionally knocked out in the proximal epididymis, the IS differentiation and associated gene expression are inhibited [8]. Therefore, the expression of genes downregulated by lumicrine action-interfering treatment is also regulated in a concerted way by lumicrine and endocrine signaling mechanisms. Collectively, the epididymal expression of individual genes is regulated not solely by either endocrine or lumicrine mechanisms, but rather to varying degrees.

### Evolution of endocrine and lumicrine regulation of the epididymis by the testis

A variety of information for biological processes can be extracted by analyzing transcriptomes. In the present study, the transcriptomes were analyzed further based on the subcellular localization of gene products and gene evolution. Since such gene characterizations were based on the resulting proteins, genes encoding small non-coding RNAs, which are also enriched in the epididymis [215], were not analyzed in the present study. A comparison of the expression of genes selected based on GO protein localization information showed downregulation of GO “extracellular” genes by bilateral OD, indicating that the induction of extracellular proteins is one of the major targets of testicular endocrine signaling. On the other hand, expression comparisons of genes classified based on vertebrate evolutionary information showed there are selective regulations of gene expression by lumicrine and endocrine signaling mechanisms according to the evolutionary stage. The lumicrine signaling regulated the expression of genes acquired in Amniota, which corresponds to the early post-land expansion in the vertebrate evolutionary classification criteria adopted in this study. Since Amniota, regulation by both lumicrine and endocrine actions was found for genes acquired in Mammalia and Theria. For genes acquired evolutionarily more recently after Euthelia, only endocrine regulation was apparent. The expressions of several epididymis-specific genes such as encoding β-defensins, cystatins, CRISPs, and lipocalins were also specifically regulated by the testicular endocrine and lumicrine actions since Amniota. These findings suggest a possibility that testicular endocrine and lumicrine regulation of epididymal gene expression was active since the establishment of the epididymis in the Amniota but the extent of their contribution has been varying in the later evolution (Fig. 6). Among the genes acquired before Tetrapoda, there are genes such as *Adam28*, *Etv1*, *Etv4*, *Etv5*, *Mfge8*, and *Ovch2* whose epididymal expressions are regulated by endocrine and/or lumicrine signaling [15, 24, 216]. However, in contrast to the genes acquired after Amniota, the total expressions of genes acquired before Tetrapoda were not critically affected by the testicular endocrine and lumicrine regulations. These observations suggest a possibility that genes acquired before Tetrapoda function rather as housekeeping genes in the proximal epididymis whereas genes acquired after Amniota function as those responsible for epididymis-specific functions. 

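*Ovch2* encodes the luminal protease downstream of NELL2 (NCBI gene 244199, chromosome 7 from 107781544 to 107801179 on GRCm38). It fell from 1120.0 ± 72.9 to 3.79 ± 0.309 FPKM after bilateral OD, from 857 ± 17.8 to 24.9 ± 3.16 FPKM after unilateral OD and from 990.0 ± 64.0 to 33.7 ± 6.69 FPKM in *Nell2*-/-. The log2 fold changes, in that order, were −8.17 ± 0.11, −5.11 ± 0.11 and −4.89 ± 0.11. The ETS factor genes fell with −5.79 ± 0.09, −6.41 ± 0.09 and −7.07 ± 0.09 for *Etv5*, −5.73 ± 0.33, −7.72 ± 0.33 and −7.30 ± 0.33 for *Etv4* and −3.28 ± 0.17, −2.01 ± 0.17 and −1.96 ± 0.17 for *Etv1*. The protease gene *Adam28* fell with −8.17 ± 0.09, −7.50 ± 0.09 and −12.50 ± 0.09, and the milk fat globule protein gene *Mfge8* with −3.46 ± 0.08, −3.92 ± 0.08 and −3.69 ± 0.08. The largest adjusted p of these 6 genes is 5.4e-08 (for *Etv1* after unilateral OD). Between the operations *Ovch2* differs by −3.06 ± 0.16 log2 units, adjusted p = 1.3e-10, and *Etv4* by 1.99 ± 0.46 log2 units, adjusted p = 0.00303. Of the ADAM genes, 12 of 21 were lower and 2 higher (12 and 3 adjusted over the list alone) after bilateral OD. After unilateral OD 8 of 21 were lower and 2 higher (the same numbers adjusted over the list alone). In *Nell2*-/- 4 of 21 were lower and 3 higher (the same numbers adjusted over the list alone). Their summed FPKM is 1.99%, 53.5% and 53.0% of control, or 6.99%, 11.7% and 10.7% without *Adam7*.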

The evolution of the epididymis has been investigated mainly by comparative anatomy [217]. Although the findings in the present study do not clarify the genetic mechanisms of epididymis formation, they will provide new insights into how epididymal gene expressions have been regulated by testicular endocrine and lumicrine actions through vertebrate evolution.

**Fig. 6:**
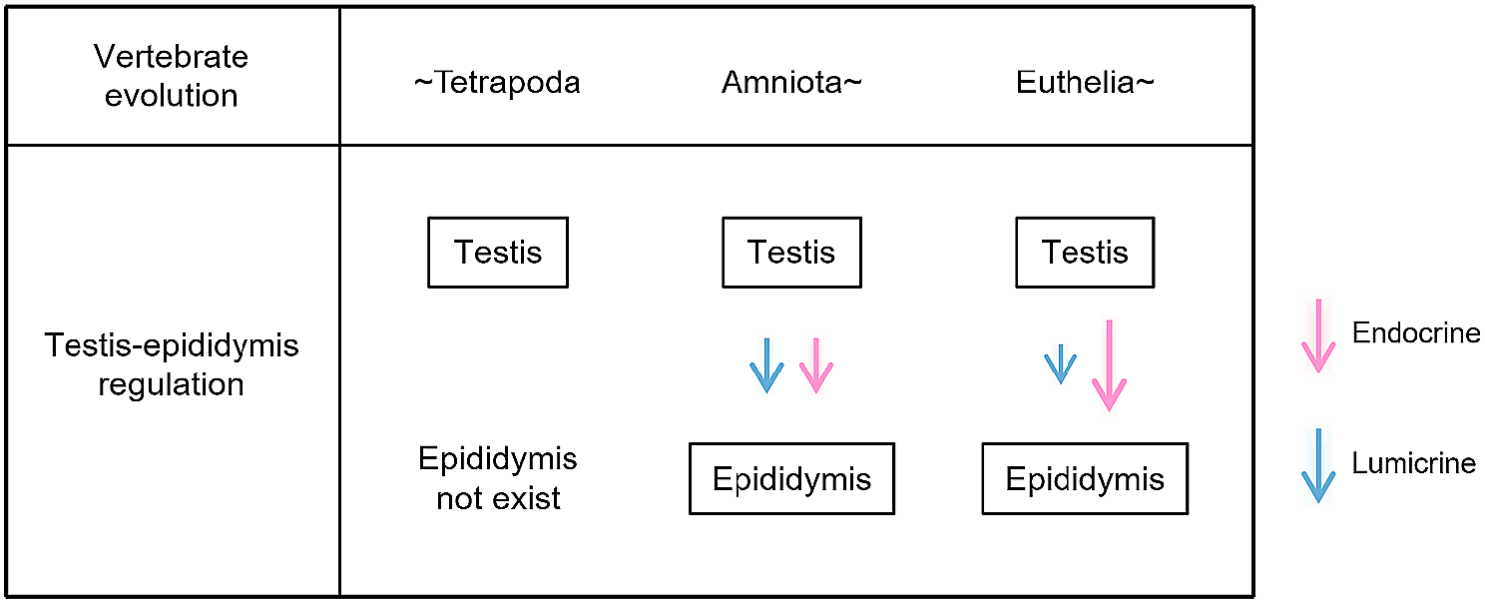
A hypothesis for the testis-epididymis secreted signaling during evolution. Before Amniota, the epididymis and therefore testis-epididymis secreted signaling did not exist. In Amniota, in which the epididymis had developed from the mesonephros, testis-derived endocrine and lumicrine regulation of epididymal gene expression (represented by pink and blue arrows, respectively) emerged. Such contributions by endocrine or lumicrine action to the epididymal gene expression (represented by the size of arrows) can alter along evolution

In conclusion, the present study has unveiled the different characteristics of the endocrine and lumicrine actions on the regulation of epididymal gene expression.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

All transcriptome data supporting the results of this study are available at the NCBI GEO under accession numbers GSE247764 (unilateral OD, bilateral OD, and Nell2-/-) and GSE232898 (W/Wv and EDL).

## Declarations

### Submission declaration and verification

The authors declare that this manuscript has not been published previously and is not under consideration for publication elsewhere.

How the deposited data were processed for this re-analysis (not part of the article)

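Expression values are the FPKM that the authors deposited for 24346 mouse genes in 18 libraries of IS-caput epididymis. They were made with TopHat2 2.1.1 and Cufflinks 2.2.1 on mm10 from stranded mRNA libraries read as 101 bp single ends, and are named normalized FPKM. Reads were not realigned, and the FPKM were used as given. The libraries form 6 groups of 3: sham, bilateral OD, the contralateral and ipsilateral sides of unilateral OD, WT and *Nell2*-/-. Library labels name one maker for the RNA extraction kit and the paper's methods another. EDL and *W*/*Wv* tissue was not analysed here.

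Bilateral OD was compared with sham, the ipsilateral with the contralateral side, the contralateral side with sham, and *Nell2*-/- with WT. Each comparison sets 3 libraries against 3. Log2(FPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3 on 6 group means over all 18 libraries, leaving 12 residual degrees of freedom, with eBayes set to trend and robust. Adjusted p are from the Benjamini-Hochberg procedure over the 17302 genes that reach 0.1 FPKM in at least 3 libraries. The other 7044 genes were left out, 4620 of them listed at 0 in every library. A gene is called when its adjusted p is under 0.05, and called 10-fold when the ratio of group mean FPKM is also under 0.1 or over 10, the fold threshold of the paper. Errors are the SD of 3 libraries for FPKM and the standard error of the fit for log2 fold changes. Differences between comparisons were tested as contrasts in the same fit. Overlaps are set beside the number expected of independent lists of the same sizes. Genes listed at 0 are given library by library, and log2 values that involve them depend on the 0.1 FPKM added.

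Summed FPKM of a gene set was compared by an exact two-sided permutation test of the difference in group means, whose smallest p is 0.1 with 3 against 3. The GO extracellular set is the 1670 genes listed in the paper's supplement. Evolutionary classes were held only for 1978 genes, of which 827 carry 1 of the 9 classes, so class totals are quoted from the paper. Where supplement and deposited values could be compared they are equal to within 0.1%.

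In all 29 gene lists were fixed beforehand and tested with fry, adjusted over the lists within a comparison: β-defensins, lipocalins, cystatins, CRISPs, the RNase A family, WAP and Kazal protease inhibitors, ADAM proteases, glutathione peroxidases, ERK targets and feedback genes, the androgen response, cholesterol synthesis, ion and water transport, the cell cycle, the interferon response, MHC class II and extracellular matrix. There are also markers of sperm and late germ cells, clear and narrow cells, basal cells, smooth muscle, fibroblasts, endothelium, macrophages, T and NK cells, B and plasma cells, adipocytes, erythrocytes and ciliated efferent duct cells. The camera test with an estimated correlation between genes was run beside fry. For each list the members called over all genes are given with those called when adjusted over the list alone.

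Genes are named by rule. For bilateral OD, unilateral OD and *Nell2*-/- these are the 10 largest falls and the 10 largest rises among genes with adjusted p under 0.05, a mean of at least 10 FPKM over the 6 libraries and ranges that stay apart, which 10% of genes would show by chance with 3 against 3. Every gene that the paper names in its text or in Fig. 3B is covered, except that 1 gene, with 1 of the 29 lists, is not reported here. Of each list described up to 4 members with the highest mean FPKM are named, and for the contralateral side the 5 genes with the smallest adjusted p. Other genes are said to be chosen after their values were seen. Gene ids and positions are from RefSeq on GRCm38, found for 24260 genes.

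The tests, thresholds, filter, gene lists, naming rule and the alternatives listed next were chosen before the expression values were examined, though fold values of the paper's supplement for Fig. 3B genes had been seen. The alternatives are 1 or 0.01 FPKM added before logs, no filter, a filter of 1 FPKM in 3 libraries, median-ratio scaling, only the libraries of the comparison, the paper's rule (two-tailed unequal-variance P under 0.05, not adjusted, with the fold threshold on the ratio of means), the replicate number as a block, each library left out in turn, gene set sums without the largest member, and camera for fry. Chosen after the values were seen were the mean of same-numbered replicate ratios, an equal-variance form of the paper's rule, a correction for transcript length, sums of 4 further lists without their largest member, and the tested differences of unilateral and bilateral OD from *Nell2*-/-.

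Read depth is not known from FPKM. Among values under 0.1 FPKM, the commonest ratio to the same gene in sham replicate 1 was taken as the relative value of 1 read. It lies between 0.600 and 1.01. By group it is 0.600 to 0.778 in bilateral OD and 0.871 to 1 in sham. It is 0.732 to 0.859 ipsilateral and 0.865 to 0.935 contralateral, 0.722 to 0.904 in *Nell2*-/- and 0.854 to 1.01 in WT. What this does to rises from controls listed at 0 was not tested. Total FPKM lies between 528664 and 825866, and genes at 0 between 7023 and 7481 per library. Bilateral OD libraries have the lowest totals, and scaling factors between 0.980 and 1.02 did not call for rescaling. Among genes with a median of at least 100 FPKM, 13 are listed at 0 in at least 1 library. Zeros in single libraries occur in other genes, such as *Rpl26* and *Akr1b3*, and are kept as listed. The pipeline was tested on simulated data with independent normal noise. Of 50 genes each changed 1.5-, 2-, 4- and 12-fold between bilateral OD and sham, 46, 49, 50 and 50 were called. With them 16 unchanged genes were called, 4 of these 10-fold. The changed genes were drawn from those above 10 FPKM in sham, so detection at lower values was not tested. With no change simulated none was called for unilateral OD, the contralateral side or *Nell2*-/-.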

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

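The regroupings of libraries for list counts, shared and unshared falls and the differences between comparisons, the principal cell share test, the secretory gene test and the tests of bilateral OD replicate 1 by cell type were chosen only after the results were seen.

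Between contralateral and sham tissue 2186 genes were called, 1150 of them higher, with *Lars2* (log2 3.26) the clearest. After each library was corrected for its trend on transcript length 947 genes were called, 43.3% of that count, against 100.02%, 103% and 102% for bilateral OD, unilateral OD and *Nell2*-/-, so a length bias between libraries may underlie part of it. Of the 2186 genes 79.0% have a WT mean nearer to contralateral than to sham, against 60.4% of all genes tested, which could arise if sham and bilateral OD libraries were handled apart from the others. The same 79.0% argues against an effect of the lost ipsilateral testis in most of these genes, since WT males kept both testes. It cannot exclude such an effect, as WT males were also older and not operated on. Length and handling stay open together, the share being 72.8% after the correction, and the WT males were older, at 14 weeks.

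Of the 220 genes that fell 10-fold after both operations, 82 were not lower in *Nell2*-/-, 11 of them among the 16 listed sperm and late germ cell markers. RNA of sperm in the duct could explain these, but the median log2 ratio of WT to sham over them is 0.47 (quartiles −0.39 and 1.04), between the values set for its presence (above 0.5) and absence (within 0.25 of 0). A detection limit could also produce them, their median in sham being 0.437 FPKM. The share that reaches 1 FPKM in at least 3 libraries is 46.3%. That lies between the shares set for and against this account, close to the one against it, and does not decide. In the paper's table 62 of them have a *W*/*Wv* fold, 52 of these under 0.1 (median 0), and the paper describes *W*/*Wv* mice as lacking germ cells. In *Nell2*-/-, whose testes make sperm, the median log2 fold change of the 82 is 0.43, though they were picked as not lower there. The *W*/*Wv* folds go with RNA of germ cells in the duct. The median in *Nell2*-/- cannot tell, since that choice leaves out genes that fell there. Neither account is excluded by the tables, and a germ cell count of the duct would be needed.

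After bilateral OD 6 clear and narrow cell markers, 9 ciliated efferent duct markers and 7 adipocyte markers were higher. A lower share of principal cells, or abundant secretory genes taking up FPKM in sham, would raise every other cell type alike, and the medians of 6 such lists instead differ by 2.43 log2 units, from −0.39 to 2.05, which argues against either as the only cause. A different dissection of bilateral OD replicate 1 is argued against for clear, narrow and ciliated cells, of whose 15 called markers 100% stay called without it. It could account for part of the adipocyte markers, of which 71.4% (5 of 7) stay called and which sum to 119.5, 19.2 and 44.7 FPKM in bilateral OD replicates 1 to 3 and 5.65, 16.8 and 6.41 in sham. Which cells carry the transcripts stays open and was not tested.

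The change differed between bilateral and unilateral OD in 6464 genes. Of these 495 were lower after bilateral and higher after unilateral OD. The reverse held for 204. A further 53 fell 10-fold after unilateral OD and less after bilateral OD. Cell cycle genes lower after unilateral OD number 22, cholesterol synthesis genes lower after bilateral OD 18, and sperm and late germ cell markers lower after unilateral OD 12.

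Exchanging libraries within a comparison gives 10 splits, too few for a share under 0.05, and in each case only 1, the real split, reaches the count. The real count and the highest of the other splits are, for 10-fold calls, 856 and 1 after bilateral OD, 339 and 0 after unilateral OD, 13 and 2 for contralateral tissue and 308 and 1 in *Nell2*-/-. For calls at any fold they are 10682 and 3, 5987 and 0, 2186 and 2, and 6286 and 1. For lists called by fry they are 25 and 1, 20 and 0, 9 and 1, and 22 and 0, and for genes lowered 10-fold by bilateral OD alone 350 and 1.

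With 100 joint splits the shared 10-fold falls of 220, 149 and 163 genes are each reached by 1 split, the real one, the highest other count being 0. As mixed splits give at most 1 call in a single comparison, this adds nothing to its 10 splits. The 6464 genes that differ between the operations are reached by 2 of 100 splits, the other (7393) exchanging whole groups, and the 7715 that differ between bilateral OD and *Nell2*-/- likewise by 2 (9322). Splits that mix libraries reach up to 6185 and 7272. The 804 genes that differ between unilateral OD and *Nell2*-/- are reached by 8 of 100. These are the real split, the exchange of whole groups (4352), which follows the structure of the groups, and 6 that mix libraries (up to 1329). All 6 keep 3 treated and 2 control libraries of a group together, so they follow that structure in part. An accident of grouping is not excluded, but these splits cannot tell it from differences between the groups.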

How the results depend on the processing

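None of the settings listed here was chosen after the results were seen except the replicate ratios, the equal-variance rule and the length correction. The cause of the differences was not tested. With 1 FPKM added, shared 10-fold rises of the operations number 3. With 0.01 FPKM added, the contralateral side has 11 genes 10-fold lower and 10 higher. Without a filter the 10-fold rises are 53 after unilateral OD and 85 in *Nell2*-/-, and the contralateral side has 14 lower and 15 higher. With a filter of 1 FPKM, bilateral OD has 374 genes 10-fold lower, 103 higher and 202 lowered alone, unilateral OD 202 lower and 6 higher, *Nell2*-/- 11 higher and the contralateral side 1 each way, while shared rises number 1 for the operations and 1 for unilateral OD with *Nell2*-/-. With only its own libraries fitted the contralateral side has 657 genes higher at any fold. By the paper's rule it has 13 genes 10-fold higher, and shared rises number 2 for the operations and 0 for unilateral OD with *Nell2*-/-. By the mean of replicate ratios 10-fold rises are 69 after unilateral OD, 13 contralateral and 67 in *Nell2*-/-, and the operations share 146 falls. By the equal-variance rule there are 53 rises after unilateral OD and 13 lower and 22 higher on the contralateral side. After the length correction the contralateral side has 462 genes lower and 485 higher. Lists called fall from 25, 20, 9 and 22 with fry to 2, 5, 0 and 4 with camera (bilateral OD, unilateral OD, contralateral, *Nell2*-/-).

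Without their largest member, extracellular genes sum to 65.0% of control after bilateral and 102% after unilateral OD. β-defensins then sum to 6.02%, 64.8% and 48.6% (bilateral OD, unilateral OD, *Nell2*-/-), cystatins to 62.5%, 18.5% and 12.6%, and CRISPs to 0.757%, 63.1% and 79.3%, with 91.1% on the contralateral side. Lipocalins sum to 16.8% after unilateral OD, 14.1% in *Nell2*-/- and 70.3% on the contralateral side.

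Leaving out 1 library changes contralateral counts most. Genes lower at any fold are 349 and 898 without sham replicate 1 and 3, 518, 486 and 621 without contralateral replicate 1, 2 and 3, and genes higher 675 and 1227 without sham replicate 1 and 3 and 668 without contralateral replicate 2. Genes 10-fold lower are 8 and 18 without sham replicate 2 and 3, 11 and 12 without contralateral replicate 1 and 3, and genes 10-fold higher 11 without sham replicate 2 or contralateral replicate 3 and 17 without sham replicate 3. Shared rises of the operations are 10 without ipsilateral replicate 1 or 2, and those of unilateral OD with *Nell2*-/- 1 without contralateral replicate 3 and 4 without WT replicate 3 or *Nell2*-/- replicate 3. *Krt14* after bilateral OD turns to log2 0.27 (adjusted p = 0.00183) without bilateral OD replicate 1, from −0.23 without replicate 3.

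Of 4928 named gene results under 7 settings 4802 kept their call, 50 became weaker, 76 stronger and 0 reversed, and of 4248 on leaving out a library 3981, 227, 39 and 1. With the replicate number as a block the counts at any fold are 3140 lower and 2669 higher after unilateral OD and 933 and 1161 for contralateral tissue. By the paper's methods the ipsilateral and contralateral sides come from the same mice. Correlations of their same-numbered residuals are −0.06, −0.01 and −0.04, so the numbers are not shown to pair, and a pairing within mice was not otherwise modelled.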

Differences from the paper's values

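No test of these differences was chosen before the values were seen except the alternatives named as set beforehand.

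Genes upregulated 10-fold by unilateral OD number 30 here and 69 in the paper. Of the alternatives set beforehand, no filter (53) comes near the paper's count. The others do not: 24 with 1 FPKM added, 41 with 0.01 FPKM, 6 with the filter of 1 FPKM, 30 with scaling, 32 with only the libraries of the comparison, 32 with the replicate block, 34 by the paper's rule and 23 to 42 on leaving out a library. The mean of same-numbered replicate ratios, chosen after the values were seen, gives 69, the paper's count. It drops 3 of the genes that the paper's rule calls lower.

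Genes upregulated 10-fold in *Nell2*-/- number 43 here and 67 in the paper. Alternatives set beforehand that come near are 0.01 FPKM added (47), no filter (85) and leaving out WT replicate 1 (56), WT replicate 3 (47), *Nell2*-/- replicate 1 (53) or replicate 3 (45). Those that do not are 1 FPKM added (35), the filter of 1 FPKM (11), scaling (43), own libraries only (38), the replicate block (40), the paper's rule (30) and leaving out WT replicate 2 (38) or *Nell2*-/- replicate 2 (43). The mean of replicate ratios, chosen after the values were seen, gives 67, and 231 lower, the counts of the paper, where the paper's rule gives 30 and 233. Shared rises are then 7, 5 and 2, also as in the paper's Table 2.

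The paper's rule gives 431 lower and 196 higher after bilateral OD, the paper's own numbers. For unilateral OD the paper has 283 lower, of which 154 shared with bilateral OD and 139 with *Nell2*-/-, and the same rule gives 238, 147 and 138 here. The supplement lists 536 genes, and its bilateral OD folds equal ratios of means in 536, while for unilateral OD 479 equal the mean of replicate ratios. Its P values equal those of an equal-variance test in 536 genes for bilateral OD and 533 for unilateral OD, and 431 of the 536 pass the unequal-variance test.

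The paper states that unilateral OD had no significant effect on the contralateral side. At 10-fold 7 genes are lower and 6 higher (18 and 17 without sham replicate 3), and at any fold 1036 and 1150 (349 and 675 without sham replicate 1, 462 and 485 after the length correction).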

Other observations

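The test of shared rises was written before the result was seen; the genes named here were chosen after.

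Genes higher at any fold after unilateral OD and in *Nell2*-/- number 1789, 3.63 times the 493 expected of independent lists. This goes with a shared response in addition to experimental variation, as the comparisons have no library in common. The spread of each gene is fitted over all 18 libraries, however, so the calls are not fully independent. The paper's proposal concerns 10-fold rises, of which 2 are shared.

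*Hbb-bs* reads 8.85 ± 0.706 FPKM on the ipsilateral side and 0.00439 FPKM contralateral (log2 6.42 ± 0.22, adjusted p = 1.8e-13). Near-identical globin copies can share reads, which was not tested.

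Members lower and higher after bilateral OD, after unilateral OD and in *Nell2*-/- are, in that order: glutathione peroxidases 5 and 1, 2 and 3, and 1 and 5 of 7 (3 and 3 for unilateral OD adjusted over the list alone); RNase A genes 4 and 3, 2 and 1, and 2 and 4 of 9 (5 and 3 for bilateral OD adjusted over the list alone); ion and water transport genes 10 and 4, 8 and 3, and 7 and 3 of 16. For immune and matrix lists they are: interferon response genes 4 and 6, 0 and 1, and 1 and 5 of 20; MHC class II genes 1 and 4, 1 and 4, and 2 and 0 of 7; matrix genes 13 and 2, 3 and 1, and 2 and 1 of 19 (14 and 2 for bilateral OD, 3 and 0 for unilateral OD, 1 and 1 for *Nell2*-/- adjusted over the list alone). For cell types they are: basal cell markers 2 and 0, 0 and 0, and 3 and 0 of 5; smooth muscle markers 3 and 1, 1 and 1, and 1 and 0 of 9 (1 and 0 for unilateral OD adjusted over the list alone); fibroblast markers 3 and 3, 2 and 1, and 1 and 1 of 8; endothelial markers 4 and 1, 4 and 0, and 6 and 1 of 8 (7 and 1 for *Nell2*-/- adjusted over the list alone). Without bilateral OD replicate 1, 2 basal cell markers are higher after bilateral OD and their median is log2 0.04. For blood cells they are: macrophage markers 0 and 7, 0 and 2, and 5 and 0 of 12; T and NK cell markers 1 and 5, 1 and 1, and 1 and 0 of 11; B and plasma cell markers 0 and 4, 0 and 1, and 0 and 0 of 5; erythrocyte markers 0 and 0, 1 and 1, and 0 and 0 of 3. For contralateral tissue against sham, members lower and higher are 3 and 0 of 9 lipocalins (3 and 1 adjusted over the list alone), 2 and 0 of 11 cystatins, 2 and 0 of 7 glutathione peroxidases (3 and 0 adjusted over the list alone), 4 and 0 of 18 ERK genes and 1 and 0 of 11 T and NK cell markers. Of the T and NK cell markers *Klrb1c* fell in all 3 (log2 −6.66 ± 0.09, adjusted p = 2.6e-19; log2 −5.09 ± 0.09, adjusted p = 4.0e-17; log2 −5.81 ± 0.09, adjusted p = 3.9e-18). The median of that list is positive after both operations (0.80 and 0.41) while fry points down (fry adjusted p = 4.7e-07, adjusted p = 0.47 with an estimated correlation, and adjusted p = 4.8e-07, adjusted p = 0.916 with an estimated correlation). With that correlation the direction is up after both. The endothelial gene *Plvap* fell in all 3 (log2 −2.97 ± 0.13, −2.66 ± 0.13 and −2.77 ± 0.13), as did the fibroblast gene *Pdgfra* (−2.23 ± 0.30, −1.73 ± 0.30 and −2.02 ± 0.30) and the water channel gene *Aqp9* (−1.51 ± 0.11, −1.03 ± 0.11 and −1.01 ± 0.11).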
